# Effects of RXR Agonists on Cell Proliferation/Apoptosis and ACTH Secretion/*Pomc* Expression

**DOI:** 10.1371/journal.pone.0141960

**Published:** 2015-12-29

**Authors:** Akiko Saito-Hakoda, Akira Uruno, Atsushi Yokoyama, Kyoko Shimizu, Rehana Parvin, Masataka Kudo, Takako Saito-Ito, Ikuko Sato, Naotaka Kogure, Dai Suzuki, Hiroki Shimada, Takeo Yoshikawa, Ikuma Fujiwara, Hiroyuki Kagechika, Yasumasa Iwasaki, Shigeo Kure, Sadayoshi Ito, Akira Sugawara

## Abstract

Various retinoid X receptor (RXR) agonists have recently been developed, and some of them have shown anti-tumor effects both *in vivo* and *in vitro*. However, there has been no report showing the effects of RXR agonists on Cushing’s disease, which is caused by excessive ACTH secretion in a corticotroph tumor of the pituitary gland. Therefore, we examined the effects of synthetic RXR pan-agonists HX630 and PA024 on the proliferation, apoptosis, ACTH secretion, and pro-opiomelanocortin (*Pomc*) gene expression of murine pituitary corticotroph tumor AtT20 cells. We demonstrated that both RXR agonists induced apoptosis dose-dependently in AtT20 cells, and inhibited their proliferation at their higher doses. Microarray analysis identified a significant gene network associated with caspase 3 induced by high dose HX630. On the other hand, HX630, but not PA024, inhibited *Pomc* transcription, *Pomc* mRNA expression, and ACTH secretion dose-dependently. Furthermore, we provide new evidence that HX630 negatively regulates the *Pomc* promoter activity at the transcriptional level due to the suppression of the transcription factor *Nur77* and *Nurr1* mRNA expression and the reduction of Nur77/Nurr1 heterodimer recruiting to the *Pomc* promoter region. We also demonstrated that the HX630-mediated suppression of the *Pomc gene* expression was exerted via RXRα. Furthermore, HX630 inhibited tumor growth and decreased *Pomc* mRNA expression in corticotroph tumor cells in female nude mice *in vivo*. Thus, these results indicate that RXR agonists, especially HX630, could be a new therapeutic candidate for Cushing’s disease.

## Introduction

Cushing’s disease is caused by excessive ACTH secretion in a corticotroph tumor of the pituitary gland, or rarely corticotroph hyperplasia, and is the most frequent cause of endogenous hypercortisolism. Surgical removal of the tumor is the current first line therapy, leading to remission in 70–90% of cases. However, the risk of recurrence of Cushing’s disease reaches 20–25% at 10 years after surgery [1]. Radiation therapy is considered as a second-line option for patients with persistent and/or recurrent Cushing’s disease. However, it also has problems, including the delay of therapeutic effect or the risk of secondary hypopituitarism. Although several medical therapies have been evaluated for Cushing’s disease, including somatostatin analogues, dopamine agonists, cyproheptadine, and sodium valproate, the effects of these drugs are limited, and medical therapies are not yet considered as a standard therapy [2]. Therefore, the development of an effective and safe medical therapy is urgently required.

Retinoids are natural and synthetic vitamin A derivatives that regulate a variety of important cellular functions, including growth, differentiation, survival, and death. Retinoids exert their effects through retinoic acid receptors (RARα, β, γ) and retinoid X receptors (RXRα, β, γ), which are members of the nuclear steroid/thyroid hormone receptor superfamily [3]. Several studies have shown that a natural RAR agonist, all-*trans* retinoic acid (ATRA), or both a natural RAR and RXR agonist, 9-*cis* retinoic acid (9cRA; an isomer of ATRA), inhibited cell proliferation and ACTH secretion in ACTH-secreting tumor cells [4, 5], or reduced the tumor size in dogs with Cushing’s disease [6], suggesting that RA might exert novel therapeutic effects for Cushing’s disease [7]. Moreover, beneficial effects of RA on patients with Cushing’s disease have also been reported [8]. However, we recently observed that a synthetic RARα/β agonist, Am80, increased ACTH secretion by inducing transcription of pro-opiomelanocortin (*Pomc*) gene in murine pituitary corticotroph tumor AtT20 cells [9]. Therefore, the therapeutic effects of retinoids against Cushing’s disease remain unclear.

RXRs were initially identified as heterodimeric partners of RARs, thyroid hormone receptors (TRs), and vitamin D nuclear receptors (VDRs). The dimeric receptors with RXRs exert multiple transcriptional activities by binding to specific DNA response elements of target genes [10]. There are three types of RXR dimers: RXR homodimer, permissive heterodimers (e.g., peroxisome proliferation-activated receptor; PPAR, liver X receptor; LXR, and pregnane X receptor; PXR), and non-permissive heterodimers (e.g., RAR, VDR, and TR) [11, 12]. RXR homodimer and permissive heterodimers are activated upon RXR agonist binding. On the other hand, non-permissive heterodimers cannot be activated by the RXR agonist but only by the agonist of the partner receptor (e.g., RA, vitamin D, and thyroid hormone), although association with RXR is necessary for high-affinity DNA binding of receptors.

Various RXR selective agonists, which are also called rexinoids, have been developed, and some of them have shown anti-tumor effects both *in vivo* and *in vitro* [3, 13–16]. However, there is no report showing the effects of RXR agonists on Cushing’s disease. In the present study, we evaluated the effects of RXR on cell proliferation, apoptosis, ACTH secretion, and *Pomc* expression in AtT20 cells using synthetic RXR pan-agonists HX630 and PA024 [17–20]. We also examined the molecular mechanisms of *Pomc* gene transcription regulation by HX630 as well as the effect of HX630 on corticotroph tumor cells transplanted into female nude mice *in vivo*.

## Materials and Methods

### Reagents

RXR pan-agonists HX630 and PA024 and RARα/β agonist Am80 were previously described [9, 17–20]. Each RXR and RAR agonist was dissolved in DMSO at 10 mM and stored at -20°C. These stocks were diluted with medium to the desired concentration immediately before each experiment, keeping the final concentration of DMSO at 0.1%.

### Plasmids

Subcloned chimeric constructs containing the rat *Pomc* genomic DNA and luciferase cDNA (pGL3-Basic, Promega, Madison, WI) were used for the transient transfection studies: r*Pomc*-Luc (harboring the rat *Pomc* gene 5’-flanking region from -703 to +58 relative to the transcription start site upstream of the luciferase cDNA in pGL3-Basic), -429 to +58-luc; -379 to +58-luc; -359 to +58-luc; -293 to +58-luc; -169 to +58-luc; -12 to +58-luc [9]. β-galactosidase control plasmid in pCMV (pCMV-β-gal) was purchased from Clontech (Mountain View, CA). Murine Nurr1 and Nur77 cDNA were cloned by PCR from AtT20 cells and were subcloned into the pcDNA3 expression vector (Invitrogen, Carlsbad, CA) (Nurr1-pcDNA3 and Nur77-pcDNA3). Murine RXRα cDNA previously subcloned into pcDNA1/Amp expression vector (Invitrogen, Carlsbad, CA) (RXRα-pcDNA1/Amp) [21] was also used. In some experiments, human RARα cDNA subcloned into pCMX expression vector (pCMX-hRARα) [22] and PT109 luciferase reporter plasmids containing either direct repeat (DR)1 sequence (AGCTACTTATTG AGGTCA G AGGTCA AGTTACG) or DR5 sequence (AGCTACTTATTG AGGTCA CACTG AGGTCA AGTTACG) fused upstream of a viral thymidine kinase promoter (termed DR1-Luc and DR5-Luc, respectively) were used (the consensus half-site sequence AGGTCA is underlined) [23].

### Cell culture

Murine pituitary corticotroph tumor AtT20 cells [24] and African green monkey kidney CV-1 cells [22] were grown with Dulbecco's modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 U/mL penicillin and 100 μg/mL streptomycin. Cells were cultured in a humidified incubator at 37°C with 5% CO_2_. Both cells were obtained from the American Type Culture Collection (AtT20: CCL-89, CV-1: CCL-70).

### Proliferation assay

The cell numbers were counted using a Cell Counting Kit-8 (Dojindo, Kumamoto, Japan) according to the manufacturer’s instructions. Briefly, either AtT20 cells or CV-1 cells (5×10^3^ cells/well) seeded in 96-well plates were incubated in 100 μl regular media for several days. The cells were then re-fed with DMEM supplemented with 1% resin and charcoal-treated (stripped) FBS media containing appropriate concentrations of each RXR agonist. After incubation for 96 hr, 10 μl of assay reagent were added onto each well and the plate was incubated for 4 hr at 37°C, 5% CO_2_. The generation of colored formazan product, which was bio-reduced from tetrazolium compound in metabolically active cells, was assessed optically by measuring the absorbance at 450 nm (reference 600 nm) using a microplate reader. Results are expressed as percentages of each control.

### Apoptosis assay

Cell apoptosis was estimated using a Homogeneous Caspases Assay, (fluorimetric) kit (Roche, Mannheim, Germany) according to the manufacturer’s instructions. Briefly, either AtT20 cells or CV-1 cells (5×10^3^ cells/well) seeded in 96-well plates were incubated in 100 μl regular media for several days. The cells were then re-fed with DMEM supplemented with 1% stripped FBS media containing appropriate concentrations of each RXR agonist. After incubation for 96 hr, 100 μl of substrate solution was added onto each well, and the plates were incubated for 2 hr at 37°C, 5% CO_2_. Activated caspases (2, 3, 6, 7, 8, 9, and 10) from apoptotic cells were detected by measuring the fluorescence using a microplate fluorescence reader with a 485 nm excitation filter and 535 nm emission filter. Results are expressed as percentages of each control.

### RNA isolation

AtT20 cells grown to 50% confluence in regular medium in 12-multiwell plates were incubated either without or with each RXR agonist at appropriate concentrations in DMEM supplemented with 1% stripped FBS media for 48 hr. In the overexpression experiments, each expression vector was transfected for 24 hr before treatment with HX630. The cells were then lysed and their total RNAs were isolated using NucleoSpin RNA II (TaKaRa Bio, Ohtsu, Japan) according to the manufacturer’s instructions. Samples were treated with DNase before the experiments in order to remove any contaminant DNA. The RNA was quantified by a Nanodrop 2000 (Thermo Scientific, Waltham, MA). The quality of the RNA for microarray was evaluated by an Agilent BioAnalyzer 2100. RNA samples with RIN (RNA integrity number) >8.0 and A260/A280 of approximately 2.0 were used for the gene expression analysis.

### Quantitative real-time PCR

Reverse transcription-polymerase chain reaction (PCR) was performed using TaKaRa PrimeScript RT reagent Kit with gDNA Eraser (TaKaRa Bio). Briefly, after removing genome DNA with gDNA Eraser, total RNA was converted to cDNA at 37°C for 15 min with reverse transcriptase, oligo dT primer and random 6 mers. Reverse transcription mixtures were subjected to quantitative real-time PCR with iQ Supermix (for *Pomc*) or iQ SYBR green Supermix (for others) (Bio-Rad, Hercules, CA) using a DNA Engine thermal cycler attached to a Chromo4 detector (Bio-Rad). The following primer sequences were used: mouse *Pomc* (forward, 5’-CAGTGCCAGGACCTCACC-3’, reverse, 5’-CAGCGAGAGGTCGAGTTTG-3’), mouse *RXRα* (forward, 5’-GGCTTCGGGACTGGTAGCC-3’, reverse, 5’-GCGGCTTGATATCCTCAGTG-3’), mouse *RXRβ* (forward, 5’-TGGCCACTGGCATGAAAAGG-3’, reverse, 5’-CATCTCCATCCCCGTCTTTG-3’), mouse *RXRγ* (forward, 5’-TCCTCCAGGAATCAACTTGG-3’, reverse, 5’-CTGCTGACACTGTTGACCAC-3’), mouse *NeuroD1* (forward, 5’-ACGCAGAAGGCAAGGTGTCC-3’, reverse, 5’-TTGGTCATGTTTCCACTTCC -3’), mouse *Nur77* (forward, 5’-GCACAGCTTGGGTGTTGATG-3’, reverse, 5’-CAGACGTGACAGGCAGCTG-3’) [25], mouse *Nurr1* (forward, 5’-TCAGAGCCCACGTCGATT-3’, reverse, 5’-TAGTCAGGGTTTGCCTGGAA-3’) [26] and mouse *18S rRNA* (forward, 5’- CTCAACACGGGAAACCTCAC-3’, reverse, 5’-CGCTCCACCAACTAAGAACG-3’). Sequences of taqman probes for mouse *Pomc* and mouse *18S rRNA* were 5’-AGCAACCTGCTGGCTTGCATCCG-3’ and 5’-TCTCGATTCCGTGGGTGGTGGTGC-3’, respectively. Reactions were incubated at 95°C for 3 min and then were amplified using temperature parameters of 95°C for 15 sec; 60°C for 10 sec; 72°C for 20 sec. Amplifications were carried out for 40 cycles, followed by a 3 min extension at 72°C. After amplification, a melting-curve analysis was performed from 60°C to 95°C with a heating rate of 0.5°C/10 sec and a continuous fluorescence acquisition. The signals of the samples of interest were then quantified from the standard curve, and all obtained data were normalized by mouse *18S rRNA*. To confirm the amplification specificity, the PCR products from each primer pair with SYBR green were subjected to a melting curve analysis. Results are expressed as percentages of each control.

### Measurement of ACTH concentration

AtT20 cells grown to 50% confluence in regular media in 12-multiwell plates were incubated either without or with each RXR agonist at appropriate concentrations in DMEM supplemented with 1% stripped FBS for 48 hr. The ACTH concentrations in the supernatants were thereafter measured by an ACTH (Rat, Mouse) EIA Kit (Phoenix Pharmaceuticals, Burlinngame, CA) according to the manufacturer's instructions. Data were normalized by the total protein in each well to correct for well-to-well variations. Results are expressed as percentages of each control.

### Transient transfection and luciferase assay

AtT20 cells grown to 50% confluence in regular medium in 24-multiwell plates were transiently transfected with 300 ng each r*Pomc*-Luc reporter plasmid and 150 ng pCMV-β-gal using Lipofectamine LTX and Plus reagent (Invitrogen) for 24 hr according to the manufacturer's instructions. In the overexpression experiments, 100 ng of each expression vector were also transfected. The media were changed to DMEM supplemented with 1% stripped FBS, and the cells were incubated either without or with each RXR agonist at appropriate concentrations for 24 hr. They were then washed with PBS, and the cell extracts were prepared using Glo Lysis Buffer (Promega). Luciferase activity was measured using Bright-Glo reagents (Promega), and β-galactosidase activity was simultaneously measured. Data were normalized by β-galactosidase activity. In some experiments, CV-1 cells, grown in the same conditions as in AtT20 cells, were transiently transfected either with 150 ng DR1-Luc reporter plasmid, 150 ng RXRα-pcDNA1/Amp, and 50 ng pCMV-β-gal, or with 150 ng DR5-Luc reporter plasmid, 100 ng RXRα-pcDNA1/Amp, 100 ng pCMX-hRARα, and 50 ng pCMV-β-gal. Thereafter, the DR1-Luc transfected cells were incubated with various concentrations of HX630 or PA024 for 48 hr, and the DR5-Luc transfected cells were incubated in the absence or presence of 10 μM Am80 with various concentrations of HX630 or PA024 for 48 hr.

### Chromatin immunoprecipitation (ChIP) assay with transiently transfected cells

ChIP assay was performed with the EpiQuik chromatin immunoprecipitation kit (Epigentek, Brooklyn, NY). Briefly, cells were transfected overnight with r*Pomc*-Luc reporter plasmid (-703 to +58-luc) using Lipofectamine LTX and Plus reagent (Invitrogen). Thereafter, 6×10^6^ AtT20 cells cultured for 24 hr in the presence (10 μM) or absence of HX630 were trypsinized and washed with PBS and then cross-linked in medium containing 1% formaldehyde for 10 min at room temperature. The reaction was stopped by the addition of glycine (final concentration 125 mM). The cells were washed in ice-cold PBS and lysed in a lysis buffer containing a protease inhibitor cocktail. Chromatin was sheared to an average size of 200–1,000 bp by sonication (15 pulses of 20 sec at level 2; Branson Sonifier-250). An aliquot of cross-linked DNA-containing lysates was removed as input DNA. Anti-Nurr1/Nur77 antibody (Santa Cruz Biotechnology), anti-NeuroD antibody (Cell Signaling), or normal rabbit IgG (Santa Cruz Biotechnology) was coated onto 96-well plates for 90 min at room temperature. Lysates were then added, followed by incubation for 90 min at room temperature on a rocking platform. The cross-linked DNA fragments bound to the plates were washed and reversed by proteinase K treatment. Precipitated DNA fragments were recovered by column purification, and conventional PCR reactions were performed. The following specific primers were designed to amplify a 211 bp sequence (-447 to -237 region) including the Nur-responsive element (NurRE; -404/-383) and E-box (-377/-370) (forward: 5′-ACACTGGGGAAATCTGATGC-3′, reverse: 5′-CGGTGGTCAGGAGGAACTTA-3′) in the rat *Pomc* promoter region. Thermal cycles included 3 min at 95°C, followed by 35 cycles of 95°C for 1 min, 60°C for 1 min, and 72°C for 1 min. PCR products were analyzed by agarose gel electrophoresis.

### Small interfering RNA

Small interfering RNAs (siRNAs) for RXRα (SI01409051) and negative control siRNA (1027280) were obtained from Qiagen (Hilden, Germany). AtT20 cells grown to 50% confluence in 24-multiwell plates were transiently transfected with 10 pmol siRNAs using Lipofectamine 2000 reagent (Invitrogen) for 48 hr according to the manufacturer's instructions. For the luciferase assay, reporter plasmids were also transfected. The cells were then incubated either without or with 10 μM HX630 for 24 hr. Thereafter they were used for luciferase assay or quantitative RT-PCR.

### Microarray analyses

Microarray analyses were performed using the Whole Mouse Genome Oligo Microarray (Mouse GE 4x44K v2 Microarray Kit; G4846A) (Agilent Technologies, Santa Clara, CA) [27]. A full list of cDNAs is available online (www.agilent.com). Protocols for sample preparation and hybridization of the mononuclear cells were adaptations of those in the Agilent Technical Manual. Briefly, Cyanine-3 (Cy3) labeled cRNA was prepared from 200 ng RNA using a Low Input Quick-AMP labeling kit (Agilent Technologies) according to the manufacturer's instructions, followed by RNAeasy column purification (QIAGEN). Dye incorporation and cRNA yield were checked with a NanoDrop spectrophotometer. Thereafter, Cy3-labelled cRNA was fragmented at 60°C for 30 min. Fragmented cRNA samples were hybridized onto chips by means of 17 hr of incubation at 65°C with constant rotation, followed by a two-step microarray wash of 1 min in two washing buffers (Agilent Technologies). Hybridized microarrays were scanned in an Agilent Technologies Scanner (model G2505C), and the scanned images were analyzed with Feature Extraction Software 10.7.3.1 (Agilent) using default parameters (protocol GE1_107_Sep09 and Grid: 026655_D_F_20100123) to obtain background subtracted and spatially de-trended Processed Signal intensities.

### Microarray data analyses

The microarray data were analyzed using GeneSpring software version 12.0 (Agilent Technologies) [27], and the analysis was conducted by comparing between 10 μM HX630 and the control in AtT20 cells. A fold-change of >1.5 or <-1.5 and *P*-value<0.01 in a T-test statistical analysis were used as the criteria for significant gene expression changes. This resulted in the identification of 5,342 genes with significant changes in expression between 10 μM HX630 and control. A data set containing gene identifiers (5,342 differentially expressed genes) and corresponding expression values was then uploaded into the Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Redwood City, CA; www.ingenity.com) for functional and pathway analyses. Each gene identifier was mapped to its corresponding object in the Ingenuity^®^ Knowledge Base. These genes, called Network Eligible molecules, were overlaid onto a global molecular network developed from information contained in the Ingenuity Knowledge Base. Networks of Network Eligible Molecules were then algorithmically generated based on their connectivity. The Functional Analysis identified the biological functions and/or diseases that were most significant to the data set. Genes from the data set that were associated with biological functions and/or diseases in the Ingenuity Knowledge Base were considered for the analysis. The Functional Analysis of a network identified the biological functions and/or diseases that were most significant to the molecules in the network. The network molecules associated with biological functions and/or diseases in the Ingenuity Knowledge Base were considered for the analysis. Fisher’s exact test was used to calculate the *P*-value (<0.05) determining the probability that each biological function and/or disease assigned to that data set or network could be due to chance alone. The Z-score was calculated by weighted Z-tests and >2 or <2 showed significant difference. Canonical pathways analysis identified the pathways from the IPA library of canonical pathways that were most significant to the data set. Molecules from the data set that were associated with a canonical pathway in the Ingenuity Knowledge Base were considered for the analysis. The significance of the association between the data set and the canonical pathway was measured in 2 ways: 1) A ratio of the number of molecules from the data set that map to the pathway divided by the total number of molecules that map to the canonical pathway is displayed. 2) Fisher’s exact test was used to calculate the *P*-value (<0.05) (–Log (*P*-value) >1.3) determining the probability that the association between the genes in the dataset and the canonical pathway can be explained by chance alone. All microarray data in this study have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE43783 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43783).

### *In vivo* tumor formation

Eight-week-old female BALB/c-nu mice (nu/nu) were subcutaneously inoculated with AtT20 cells (1,000,000/mouse). The mice were housed in temperature- and humidity-controlled cages with a 12-hour/12-hour light/dark cycle, and were given standard chow diet and tap water *ad libitum*. After 1 week, the animals were randomized either for the HX630 (5 mg/kg/day) injection or for the vehicle (corn oil) injection intraperitonealy 3 times a week for 3 weeks. Their body weights and the tumor volumes were measured throughout the treatment. The tumor volume was measured as previously described [5]. Briefly, a vernier was used to measure the short and long axis of the tumor and the following formula was used: tumoral volume = [(short axis) ^2^ × long axis × 0.4]. Thereafter, the mice were euthanized and their tumors were removed to isolate total RNAs for *Pomc* mRNA expression analyses. Blood samples were also collected from the mice for the measurement of their plasma ACTH levels. All animal experiments were performed in accordance with the institutional regulations for animal care of Tohoku University Graduate School of Medicine. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Tohoku University. Animals were sacrificed by sevoflurane anesthesia, and all efforts were made to minimize suffering.

### Statistical analysis

All data except for microarray analysis are presented as mean ± SEM. Statistical analyses were performed with ANOVA followed by post hoc Tukey test. *P*<0.05 was considered statistically significant.

## Results

### Effects of RXR agonists on cell proliferation and apoptosis in AtT20 cells

We examined the effects of RXR agonists on AtT20 cell proliferation using a WST-8 assay after incubation with various concentrations of agonists for 96 hr. RXR pan-agonists HX630 and PA024 significantly suppressed AtT20 cell proliferation at 10 μM (Fig 1A and 1B). We next examined the effects of RXR agonists on the apoptosis of AtT20 cells by activated caspase assay. HX630 and PA024 induced the apoptosis of AtT20 cells dose-dependently (Fig 1C and 1D). These data indicated that the inhibitory effects of HX630 and PA024 on AtT20 cell proliferation were caused by inducing apoptosis. In order to examine the effect of HX630 on other cell lines, we treated CV-1 cells with various concentrations of HX630. As shown in Fig 1E, HX630 did not affect the cell proliferation of CV-1 cells. Additionally, HX630-induced CV-1 cell apoptosis was observed only at 10 μM (Fig 1F). Taken together, the strong effects of HX630 on the inhibition of cell proliferation and the induction of apoptosis may be especially prominent in AtT20 cells.

**Fig 1:**
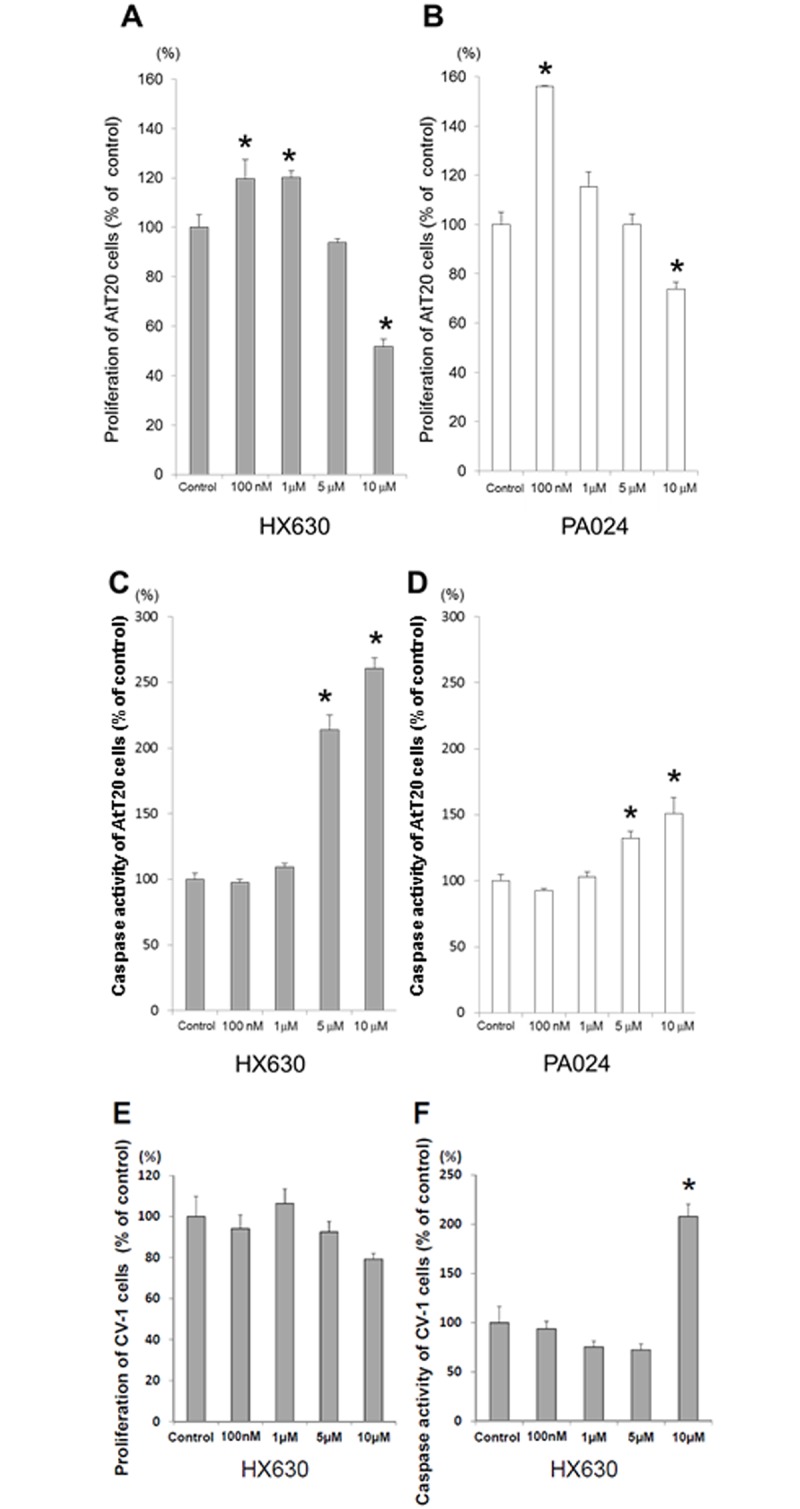
Effects of RXR agonists on AtT20 cell/CV-1 cell proliferation and apoptosis. AtT20 cells were incubated for 96 hr either in the presence (100 nM, 1 μM, 5 μM, or 10 μM) or absence (control) of each RXR agonist, HX630 and PA024, respectively, before each assay. Effects of each RXR agonist on proliferation and apoptosis are shown in A, B and C, D, respectively. CV-1 cells were also incubated for 96 hr either in the presence or absence of HX630 as in AtT20 cells, and their proliferation (E) and apoptosis (F) were thereafter assayed. Results are expressed as percentages of each control. Each point represents mean ± SEM (n = 6). *P<0.05 vs control of each RXR agonist.

### *RXRα*, *β*, and *γ* mRNA expression in AtT20 cells

The expression of *RXR* isoform mRNA in AtT20 cells was confirmed by quantitative real-time PCR. *RXRα* and *β* mRNAs were expressed in AtT20 cells (Fig 2A and 2B), while *RXRγ* mRNA was not detected consistent to our previous observation [28]. Neither HX630 nor PA024 at 10 μM affected the *RXRα* or *β* mRNA expression levels.

**Fig 2:**
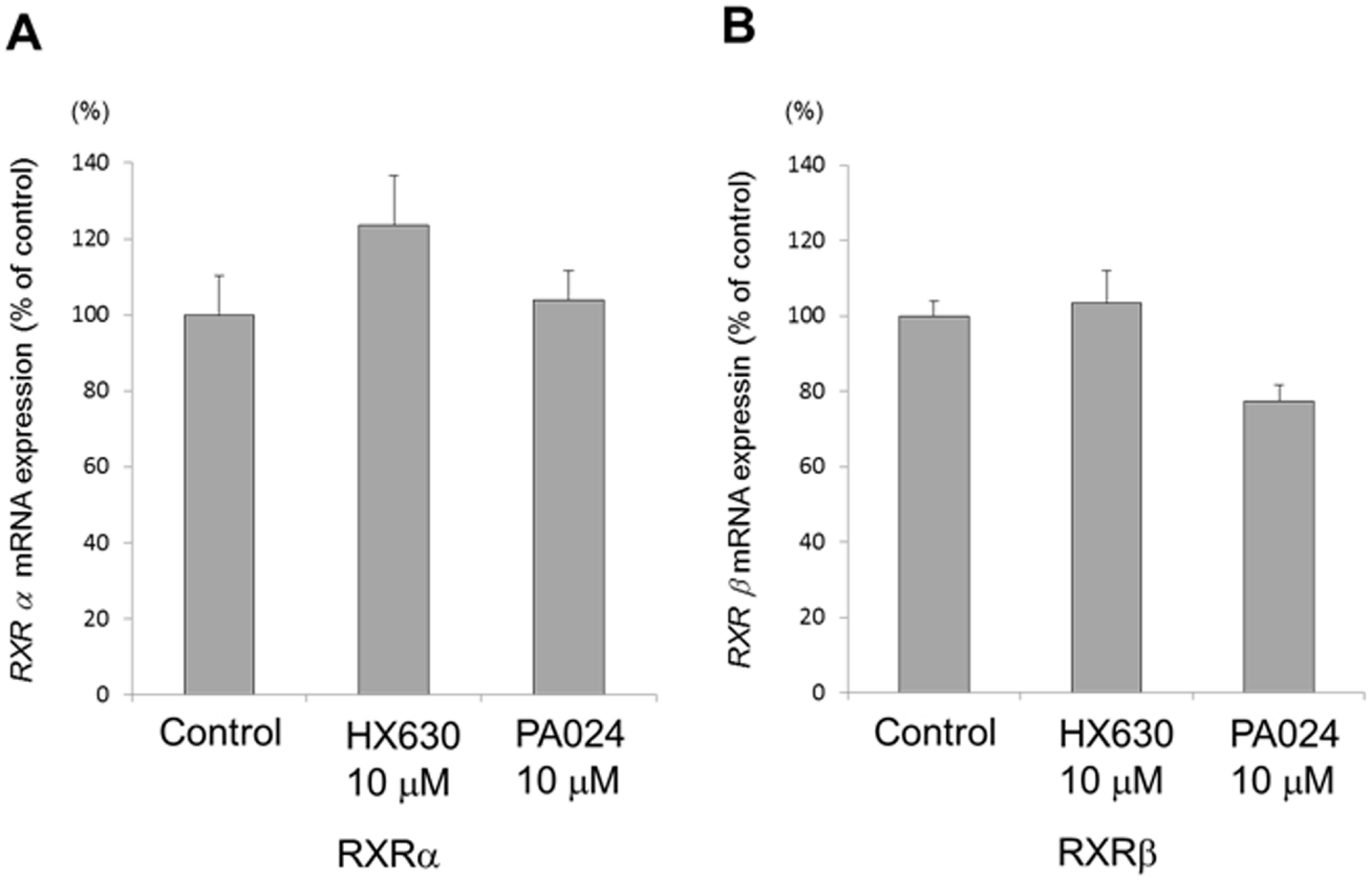
*RXRα* and *β* mRNA expression in AtT20 cells, and the effects of HX630 and PA024 on them. In A and B, total RNAs extracted from the culture for 48 hr either in the presence (10 μM) or absence (control) of each RXR agonist, HX630 and PA024, respectively, were subjected to examine *RXRα* and *β* mRNA expression by quantitative real-time PCR. Results are expressed as percentages of each control. Each point represents mean ± SEM (n = 4).

### Effects of RXR agonists on *Pomc* mRNA expression, ACTH secretion, and *Pomc* promoter activity in AtT20 cells

We examined the effects of RXR agonists on *Pomc* mRNA expression level in AtT20 cells. HX630 decreased *Pomc* mRNA expression in a dose-dependent manner, but PA024 did not affect its expression (Fig 3A and 3B). We next examined the effects of RXR agonists on ACTH secretion from AtT20 cells to their supernatants. HX630 dose-dependently decreased ACTH secretion from AtT20 cells (Fig 3C). However, PA024 did not affect its secretion (Fig 3D). Furthermore, we examined the effects of RXR agonists on the *Pomc* promoter activity. HX630 decreased the *Pomc* promoter activity in a dose-dependent manner (Fig 3E), while the activity was not affected by PA024 (Fig 3F). These data suggest that HX630 negatively regulates *Pomc* transcription, resulting in the suppression of *Pomc* mRNA expression and ACTH secretion in AtT20 cells.

**Fig 3:**
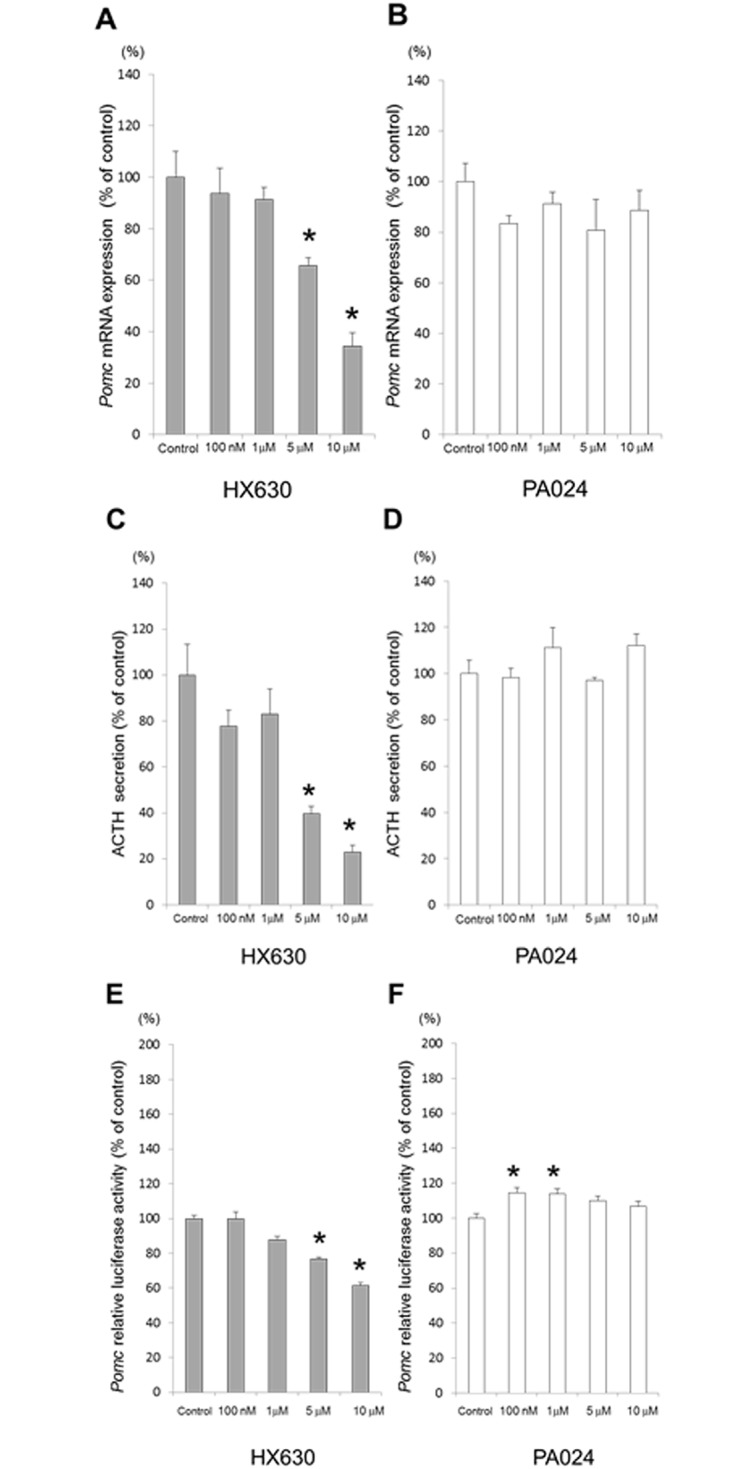
Effects of RXR agonists on *Pomc* mRNA expression, ACTH secretion, and *Pomc* promoter activity in AtT20 cells. In A and B, total RNAs extracted from the cells cultured for 48 hr either in the presence (100 nM, 1 μM, 5 μM, or 10 μM) or absence (control) of each RXR agonist, HX630 and PA024, respectively, were examined for *Pomc* mRNA expression by quantitative real-time PCR. In C and D, supernatants obtained from the cells cultured for 48 hr either in the presence (100 nM, 1 μM, 5 μM, or 10 μM) or absence (control) of each RXR agonist, HX630 and PA024, respectively, were examined for ACTH secretion by EIA. In E and F, AtT20 cells transiently transfected for 24 hr with r*Pomc*-luc (-703 to +58-luc) and pCMV-β-gal were incubated either in the presence (100 nM, 1 μM, 5 μM, or 10 μM) or absence (control) of each RXR agonist, HX630 and PA024, respectively, before the luciferase assay. Results are expressed as percentages of each control. Each point represents mean ± SEM (n = 4). *P<0.05 vs control of each RXR agonist.

### Effects of RXR agonists on the *Pomc* promoter deletion mutants

To explore the molecular mechanisms of the *Pomc* transcription regulation, we examined the promoter activity of the *Pomc* 5’-flanking region deletion mutants. The HX630-mediated transcription suppression of the *Pomc* promoter activity observed in the 5’-flanking region from -703 to +58 relative to the transcription start site gradually diminished in parallel with the gradual deletions from -703 to -359, while PA024 did not affect the *Pomc* promoter activity of these mutants (Fig 4A). There exists two transcription factor binding elements in the *Pomc* promoter between -703 and -359 bp; one is for Nur77/Nurr1 (NurRE; -404/-383) [29, 30] and the other is for NeuroD1 (Ebox; -377/-370) [31, 32] (Fig 4A). These data therefore suggest that these transcription factors may be involved in the HX630-mediated suppression of the *Pomc* promoter activity.

**Fig 4:**
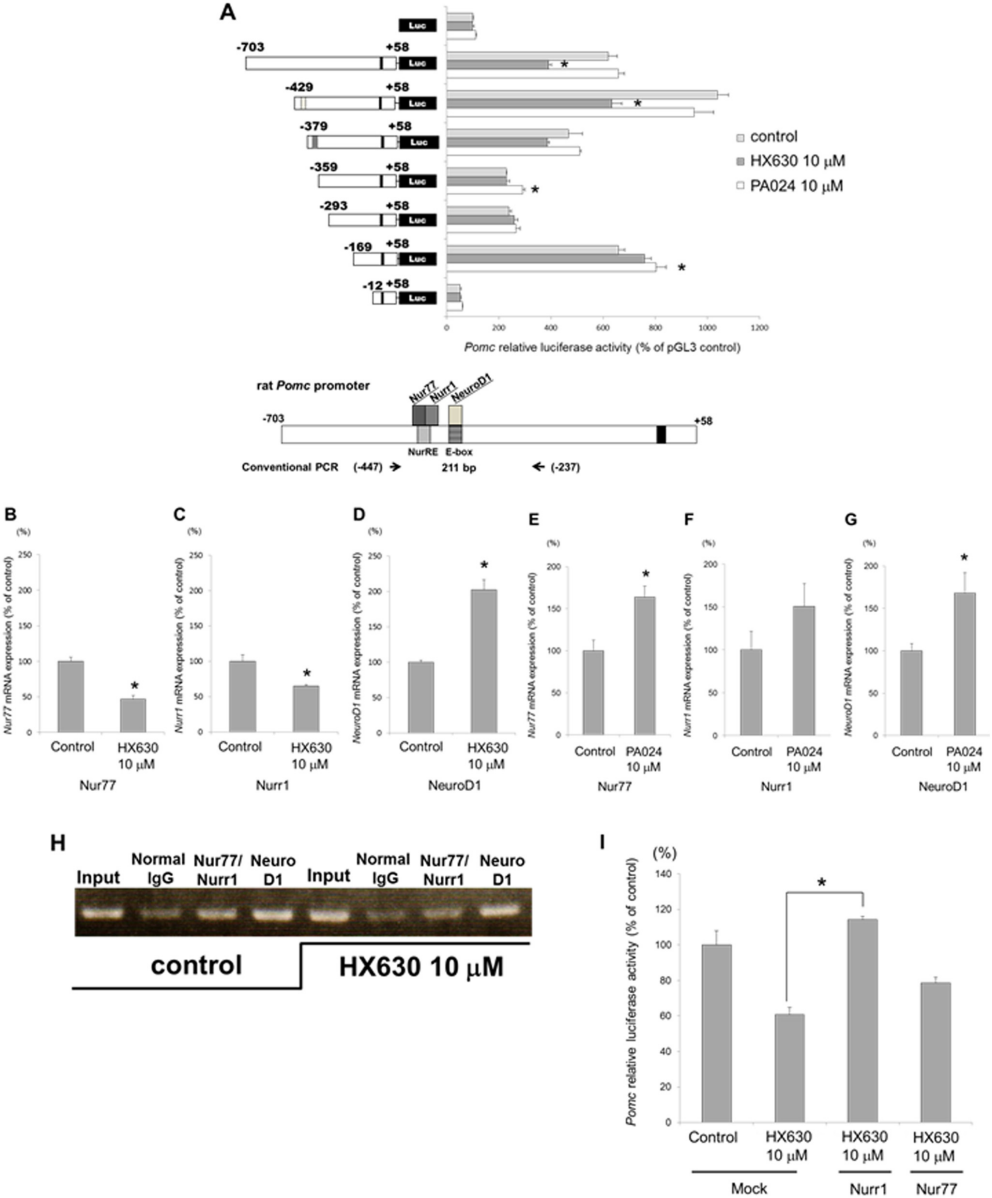
Roles of *Nur77*, *Nurr1*, and *NeuroD1* on the HX630-mediated suppression of *Pomc* promoter activity. A, effects of RXR agonists on the *Pomc* promoter deletion mutants in AtT20 cells. AtT20 cells transiently transfected for 24 hr with r*Pomc*-luc (-703 to +58-luc) or each deletion mutant reporter plasmid (-429 to +58-luc; -379 to +58-luc; -359 to +58-luc; -293 to +58-luc; -169 to +58-luc; -12 to +58-luc) and pCMV-β-gal were incubated either in the presence (10 μM) or absence (control) of each RXR agonist, HX630 and PA024, respectively, before the luciferase assay. Results are expressed as percentages of each control. Each point represents mean ± SEM (n = 4). * *P*<0.05 vs control in pGL3-Basic. B-G, effects of HX630 or PA024 on *Nur77*, *Nurr1*, and *NeuroD1* mRNA expression in AtT20 cells. Total RNAs extracted from the cells cultured for 48 hr either in the presence (10 μM) or absence (control) of HX630 (B-D) or PA024 (E-G) were subjected to examine *Nur77*, *Nurr1*, and *NeuroD1* mRNA expression by quantitative real-time PCR. Results are expressed as percentages of each control. Each point represents mean ± SEM (n = 4). *P<0.05 vs control of each RXR agonist. H, effects of HX630 on the binding of Nurr1/Nur77 heterodimer or NeuroD1 to the *Pomc* promoter. ChIP assays were performed using digested chromatin extracted from the cells cultured for 24 hr either in the absence (control) or presence (10 μM) of HX630 after transfection overnight with r*Pomc*-Luc reporter plasmid (-703 to +58-luc). Chromatin fragments were immunoprecipitated either by normal rabbit IgG (negative control), Nurr1/Nur77 antibody, or NeuroD1 antibody. Purified DNA was analyzed by conventional PCR using primers specific for both NurRE and E-box contained sequence in the rat *Pomc* promoter. The expected size for a fragment including NurRE and E-box is 211 bp (indicated in the lowest chart of Fig 4A). Few PCR products observed in the input samples were detected in the immunoprecipitation using normal rabbit IgG. I, effect of overexpression of Nurr1 or Nur77 on the HX630-mediated suppression of *Pomc* promoter activity. AtT20 cells transiently co-transfected for 24 hr with r*Pomc*-luc (-703 to +58-luc), pCMV-β-gal, Nurr1-pcDNA3, Nur77-pcDNA3, or pcDNA3 (Mock) were incubated either in the presence (10 μM) or absence (control) of HX630 for 24 hr, respectively, before luciferase assay. Results are expressed as percentages of the control. Each point represents mean ± SEM (n = 4). *P<0.05 vs Mock at 10 μM HX630.

### Roles of Nur77/Nurr1/NeuroD1 on the HX630-mediated suppression of *Pomc* promoter activity

We examined the effects of HX630 and PA024 on the *Nur77*, *Nurr1*, and *NeuroD1* mRNA expression levels in AtT20 cells. HX630 at 10 μM significantly decreased *Nur77* and *Nurr1* mRNA expression, while it increased *NeuroD1* mRNA expression compared with the control (Fig 4B, 4C and 4D). On the other hand, PA024 at 10μM significantly increased the *Nur77*, *Nurr1*, and *NeuroD1* mRNA expression (Fig 4E, 4F and 4G). We next employed a chromatin immunoprecipitation (ChIP) assay using transiently transfected cells with r*Pomc*-Luc reporter plasmid (-703 to +58-luc) to confirm whether HX630 could affect the recruiting of Nur77/Nurr1 heterodimer or NeuroD1 to the *Pomc* promoter. The conventional ChIP assay demonstrated that Nur77/Nurr1 heterodimer and NeuroD1 under the basal condition (control) were obviously recruited to NurRE and E-box, respectively (Fig 4H). However, 10 μM HX630 decreased the binding of Nur77/Nurr1 heterodimer to NurRE compared with the control, although it did not diminish the binding of NeuroD1 to E-box (Fig 4H). Little PCR product was observed with immunoprecipitation using normal rabbit IgG both in the absence (control) or presence of 10 μM HX630 (Fig 4H). The overexpression of Nurr1 completely, and that of Nur77 partially, abolished the HX630-mediated suppression of *Pomc* promoter activity (Fig 4I). These results suggest that the HX630-mediated suppression of *Pomc* promoter activity may possibly be due to the reduction of Nur77/Nurr1 heterodimer binding to NurRE in the *Pomc* promoter.

### Involvement of RXRα in the effect of HX630 on *Pomc* promoter activity and mRNA expression

We examined the involvement of RXRα on the *Pomc* promoter activity by knockdown using its small interfering RNA (siRNA). siRNA for RXRα significantly abolished the HX630-mediated suppression of *Pomc* promoter activity (Fig 5A). The decrease of endogenous RXRα mRNA expression by its siRNA was confirmed by quantitative real-time PCR (data not shown). On the other hand, RXRα overexpression augmented the HX630-mediated suppression of *Pomc* promoter activity, and the suppression could be observed even at a low dose (100 nM) HX630 (Fig 5B). Furthermore, RXRα overexpression augmented the HX630-mediated suppression of *Pomc* mRNA expression (Fig 5C). These data suggest that the negative regulation of *Pomc* transcription by HX630 is most likely mediated via RXRα.

**Fig 5:**
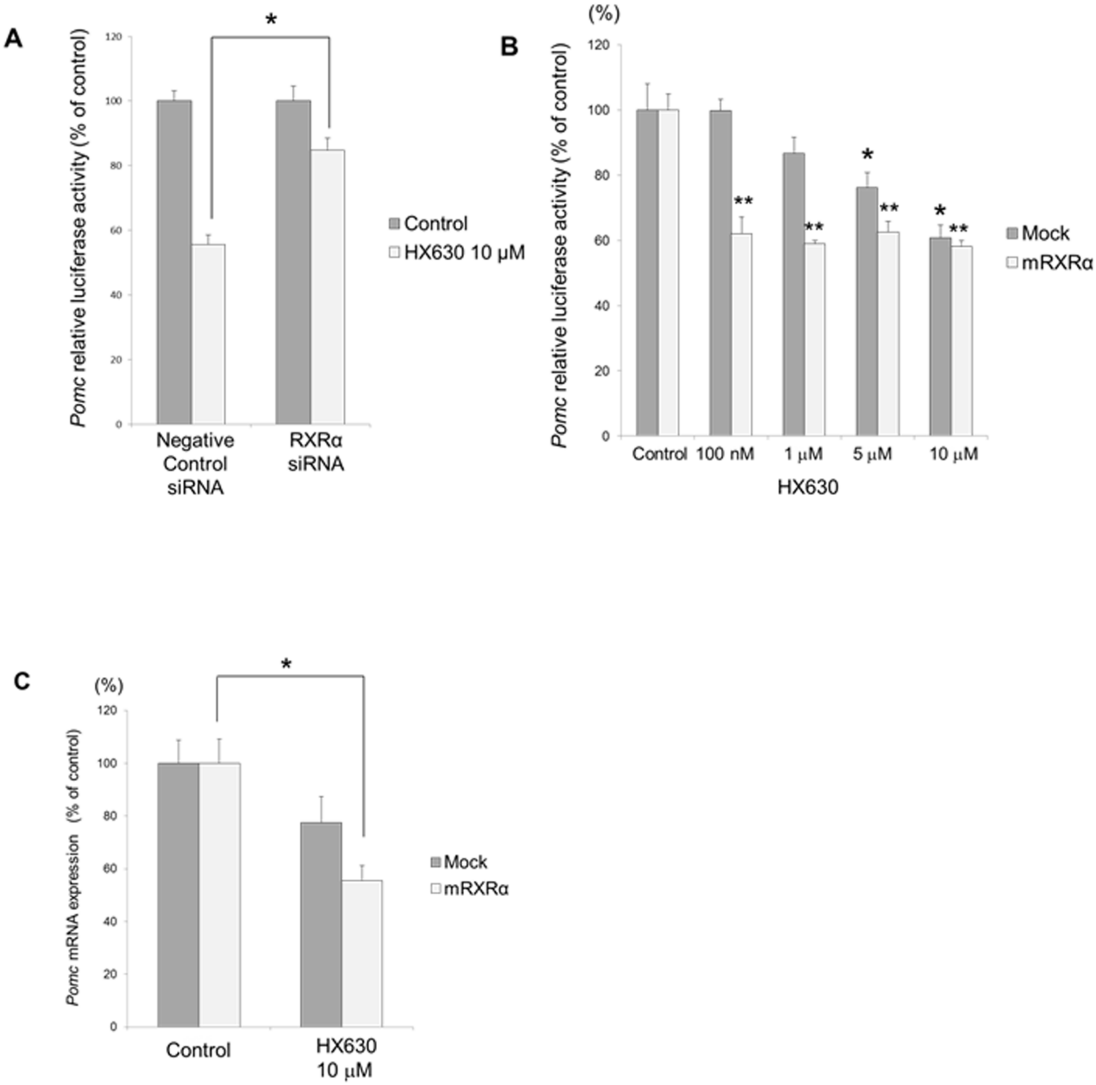
Involvement of RXRα in the HX630 effects on *Pomc* promoter activity and mRNA expression. A, effects of RXRα knockdown by its siRNA on the *Pomc* promoter activity. AtT20 cells transiently transfected with r*Pomc*-luc, pCMV-β-gal, and siRNA (negavive control or RXRα) for 48 hr were incubated either in the presence (10 μM) or absence (control) of HX630 for 24 hr, respectively. Results are expressed as percentages of each control. Each point represents mean ± SEM (n = 4). *P<0.05 vs negative control siRNA at 10 μM HX630. B, effect of RXRα overexpression on the *Pomc* promoter activity. AtT20 cells transiently transfected with r*Pomc*-Luc, pCMV-β-gal, and RXRα-pcDNA1/Amp (mRXRα) or pcDNA3 (Mock) for 24hr were incubated either in the presence (100 nM, 1 μM, 5 μM, or 10 μM) or absence (control) of HX630 for 24 hr respectively. Results are expressed as percentages of each control. Each point represents mean ± SEM (n = 4). *P<0.05 vs Mock control. **P<0.05 vs RXRα control. C, effect of RXRα overexpression on *Pomc* mRNA expression. AtT20 cells transiently transfected with RXRα-pcDNA1/Amp (mRXRα) or pcDNA3 (Mock) for 24 hr were incubated either in the presence (10 μM) or absence (control) of HX630 for 24 hr, respectively. Results are expressed as percentages of each control. Each point represents mean ± SEM (n = 4). *P<0.05 vs RXRα control.

### Microarray analyses of HX630-regulated gene expression

To gain further insights regarding the functional mechanisms of HX630 on AtT20 cells, especially concerning cell proliferation and apoptosis, we conducted DNA microarray analyses to identify gene expression patterns, networks, and pathways in AtT20 cells treated with 10 μM HX630. 

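RNA from 4 control samples and 4 samples incubated with 10 μM HX630 for 48 hr was hybridized to 8 arrays, 1 array per sample, and read in the Cy3 channel only. AtT20 is a mouse line of pituitary tumor cells that secrete ACTH, and HX630 is a synthetic agonist of the RXRs. The authors deposited the Feature Extraction output of each array, in which the processed signal is the intensity of a spot after subtraction of the background and correction of trends across the array. These intensities carry no scaling between arrays. From them, the log2 of the processed signal minus the 75th percentile of the array was calculated, so that a signal of 0 stands for the 75th percentile. Control spots and spots marked as outliers were left out, and spots of the same probe were averaged. Of the 39429 probes on the array, 28553 were well above background on at least 4 of the 8 arrays and were tested with limma, with Benjamini-Hochberg adjustment of the p-values. The files name probes by RefSeq accession, and 20041 of the tested probes could be paired with a gene symbol, which gave 15320 genes. A gene with several tested probes was represented by the brightest of them.

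The 75th percentile of the intensities lay between 1335 and 1863 on the control arrays and between 1803 and 1899 on the HX630 arrays. On the log2 scale this was 10.59 ± 0.24 (SD, n = 4) and 10.85 ± 0.032 (SD, n = 4), which did not differ in a two-sided exact permutation test (p = 0.114). Between 69.7% and 72.7% of the probes were well above background on the control arrays, against 70.8% to 73.5% on the HX630 arrays, and no probe was saturated. Across probes, which are not independent replicates, the correlation between arrays was 0.994 to 0.998 within the groups and 0.978 to 0.984 between them. The first principal component held 72.2% of the variance and separated the 4 control arrays from the 4 HX630 arrays. All control arrays lay on 1 slide and all HX630 arrays on another, each slide with its own scan, so that slide, scan and treatment cannot be told apart. With 4 arrays per group, the smallest p that a two-sided exact permutation test of a single gene can give is 0.0286.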

A total of 2,173 up-regulated genes and 3,169 down-regulated genes, which demonstrated fold-changes of at least 1.5 compared with the control and a *P*-value<0.01 in AtT20 cells treated with 10 μM HX630, were identified. Both the differentially expressed up-regulated and down-regulated genes were subjected to IPA [27]. 

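At an adjusted p below 0.01 and a fold change above 1.5, limma called 2130 probes up-regulated and 3184 probes down-regulated in HX630-treated cells. Together these were 5314 probes, or 18.6% of those tested, and 40.1% of them were higher with HX630. Counted by gene symbol, 1283 genes were up-regulated and 1709 were down-regulated, while 1483 of the called probes had no symbol. The methods' t-test on the same signals, with the thresholds of the methods and no adjustment, called 2109 probes up and 3127 down, and all 5236 of these were also called by limma. After Benjamini-Hochberg adjustment it called 1980 and 2883 probes. The median standard error of the log2 fold change was 0.066, and the median SD within a group was 0.088, against a fold change threshold of 0.585 on the log2 scale. For 15903 of the tested probes (55.7%) the 4 HX630 arrays lay all above or all below the 4 control arrays, where chance gives 2.86%.

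The number of calls depended most on the fold change threshold, without which 5762 probes were up-regulated and 7246 down-regulated. The balance between the directions depended on how the arrays were scaled. With the median of each array in place of its 75th percentile, 2830 probes were called up and 2658 down, a share of 51.6% higher. Scaling to the spike-in control probes, an alternative chosen after the data were seen, gave 4140 probes up and 1921 down, a share of 68.3% higher.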

IPA groups significant genes according to biological processes in which they function, and identified various functions, networks, and pathways that were regulated by 10 μM HX630. Table 1 shows the categories of the biological functions and diseases significantly regulated by 10 μM HX630 that are associated with cell death, growth, and cancer. These data indicated that HX630 induced cell death and suppressed cell growth in the AtT20 cells, consistent with the results of the *in vitro* studies. Specifically, *CASP3* (caspase 3) and *CASP8* (caspase 8), which play a crucial role in apoptosis, were up-regulated, and *TNFSF10* (tumor necrosis factor ligand superfamily, member 10), which triggers the activation of caspase 3 and caspase 8, was also up-regulated. 

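The gene sets that IPA used for Table 1 are not used here. In their place, lists of genes for cell death and the cell cycle were compared between the groups by limma's camera test, 1 probe per gene, with Benjamini-Hochberg adjustment over 13 lists. The 31 pro-apoptotic genes tested had a median log2 fold change of 0.17, with 6 genes called up-regulated and 1 down-regulated (adjusted p = 0.0518). The 14 anti-apoptotic genes had a median of 0.20, with 3 called up and 1 called down (adjusted p = 0.2). For the 21 targets of p53 the median was -0.09, and 2 were called up and 3 down (adjusted p = 0.636). Scaling to the spike-in probes, which moves all genes alike, put this median at 0.13, while relative to the median of all genes it was -0.055 under both scalings. Of 42 genes expressed in S phase, 40 were higher with HX630, with a median of 0.38 and 12 called up (adjusted p = 2.21e-10). Of 51 genes expressed in G2/M phase, 47 were higher, with a median of 0.30 and 3 called up (adjusted p = 1.03e-08). None of the genes in these cell cycle lists was called down-regulated. The numbers called were the same with p-values adjusted over the list alone. Both cell cycle medians stayed above 0 under every scaling tried.

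The camera calls rest on a preset correlation of 0.01 between genes. The fry test, which takes the correlation from the arrays, called both cell cycle lists, the pro-apoptotic list (adjusted p = 6.69e-05) and the anti-apoptotic list (adjusted p = 0.00661), each in the direction of its median. In simulated data with 1 list shifted, the targets of p53, fry called 3 lists. Of the 21 tested members of the shifted list, 5 also stand in other lists, so the other calls need not be false. On the 8 arrays, however, fry called 11 of the 13 lists, so a call by fry sets a list little apart. With the correlation between genes estimated from the 8 arrays, camera called none of the lists, and the S phase list had an adjusted p of 0.232.

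**Figure D1:**
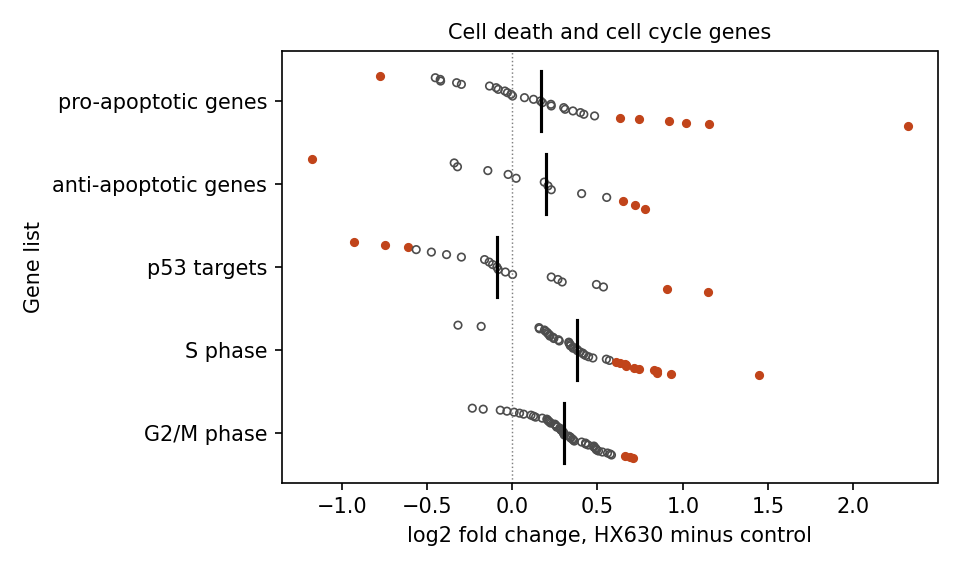
Log2 fold change between HX630 and control (horizontal axis) of each tested gene in 5 lists (vertical axis), with genes ordered by value within a list. Filled points are genes called at an adjusted p below 0.01 and a fold change above 1.5, open points are the others, and black bars are medians, from -0.09 for p53 targets to 0.38 for S phase genes.

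For the functions of Table 1, the paper gives activation states that IPA predicted from the changed genes, with cell death increased and proliferation decreased. From these states, and from its experiments on cultured cells, the paper concludes that HX630 kills AtT20 cells and slows their growth. It also reports smaller tumors of AtT20 cells in mice injected with HX630.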

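The signal of *Casp8* was -0.099 ± 0.055 (SD, n = 4) on the control arrays and 0.53 ± 0.027 (SD, n = 4) on the HX630 arrays, a log2 fold change of 0.63 (standard error 0.038, adjusted p = 4.82e-06, limma). This is a fold change of 1.55, close to the threshold of 1.5. The gene was measured above background on all 8 arrays. *Tnfsf10* was well above background on the 4 HX630 arrays, with a signal of -5.57 ± 0.15 (SD, n = 4), and on none of the 4 control arrays. On the processed signal it was therefore at least 2.22-fold higher with HX630. This bound sets the mean of the HX630 arrays against the mean, over the control arrays, of the higher of the lowest signal well above background and the signal of the probe itself. The adjusted p of *Tnfsf10* was 3.25e-04 and ranged from 1.11e-04 to 0.441 over the other settings. The highest belonged to normexp background correction, an alternative chosen after the data were seen, under which the log2 fold change was 0.30 and the gene was no longer called. For both genes, each HX630 array was higher than each control array (exact permutation test, two-sided, p = 0.0286).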

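*Bcl2* had a signal of -0.76 ± 0.13 (SD, n = 4) on the control arrays and of -1.93 ± 0.039 (SD, n = 4) on the HX630 arrays, so that it fell by 1.18 on the log2 scale (standard error 0.064, adjusted p = 2.68e-06). HX630-treated cells thus held 44.3% of the control signal. Control replicate 2 was apart from the other controls, at -0.94 against a mean of -0.70, and without it the log2 fold change was -1.24. Of the 14 anti-apoptotic genes tested, 9 were higher with HX630 and 5, *Bcl2* among them, were lower, and 3 were called up-regulated. *Bcl2l1*, which encodes Bcl-xL, had a log2 fold change of 0.72 (standard error 0.058, adjusted p = 2.28e-05), and its other probe one of 0.78. For *Naip1* the change was 0.78 (standard error 0.099, adjusted p = 2.86e-04), but its other probe gave -0.25 (adjusted p = 0.368), and the mean of its probes was not called.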

Anti-apoptotic *Bcl2* (B-cell leukemia/lymphoma 2) was down-regulated. 

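Of the cyclin-dependent kinase inhibitors, *Cdkn2b* rose with HX630 from -0.94 ± 0.063 (SD, n = 4) to -0.27 ± 0.078 (SD, n = 4), a log2 fold change of 0.67 (standard error 0.052, adjusted p = 1.93e-05). Its other probe gave 0.69. *Cdkn2c* rose from 0.63 ± 0.065 (SD, n = 4) to 1.34 ± 0.050 (SD, n = 4), by 0.71 (standard error 0.045, adjusted p = 6.06e-06). The rise of *Brca2*, from 0.80 ± 0.045 (SD, n = 4) to 1.41 ± 0.024 (SD, n = 4), was 0.61 (standard error 0.035, adjusted p = 3.72e-06), which is a fold change of 1.52. *Cdkn1a* went the other way. Its brighter probe fell by 0.93 (standard error 0.049, adjusted p = 2.4e-06), from 2.99 ± 0.078 (SD, n = 4) to 2.06 ± 0.052 (SD, n = 4), and its dimmer probe fell by 1.78 (standard error 0.119, adjusted p = 8.08e-06). The arrays of the 2 groups did not overlap for any of these genes.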

Among tumor suppressor genes, *CDKN2B* (cyclin-dependent kinase inhibitor 2B; p15), *CDKN2C* (cyclin-dependent kinase inhibitor 2C; p18), and *BRCA2* (breast cancer 2) were up-regulated, while *CDKN1A* (cyclin-dependent kinase inhibitor 1A; p21) was down-regulated. Additionally, HX630 negatively regulated other growth regulatory biomarker genes, such as *EMP3* (epithelial membrane protein 3), *FOS* (FBJ osteosarcoma oncogene), *MAP3K8* (mitogen-activated protein kinase kinase kinase 8), *MAPK12* (mitogen-activated protein kinase 12), *PDGFC* (platelet-derived growth factor C), *PDGFRB* (platelet-derived growth factor receptor, beta polypeptide) and *TGFB3* (transforming growth factor, beta 3). On the other hand, 25 networks of significantly expressed genes regulated by 10 μM HX630 were identified (e.g. cellular movement, genetic disorder, neurological disease, and lipid metabolism). Among them, a significant gene network associated with apoptosis is presented in Fig 6. 

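Of these genes, 6 were tested, each above background on all 8 arrays, and all of them were lower on every HX630 array than on every control array. *Fos* and *Pdgfc* changed most, with log2 fold changes of -2.53 (standard error 0.112, adjusted p = 9.85e-07) and -2.43 (standard error 0.112, adjusted p = 1.21e-06). The signal of *Fos* was 17.3% of that in the control, and that of *Pdgfc* 18.5%. *Tgfb3* followed with -1.96 (standard error 0.091, adjusted p = 1.22e-06). HX630 replicate 1 was apart from its group for this gene, at 0.005 against a mean of -0.31, and without it the log2 fold change was -2.04. *Emp3* fell by 1.53 (adjusted p = 7.94e-07), *Mapk12* by 1.17 (adjusted p = 1.36e-06) and *Map3k8* by 1.03 (adjusted p = 4.66e-05) on the log2 scale. The SDs within the groups were between 0.056 and 0.223. The probe of *Pdgfrb* was not well above background on any of the 8 arrays, so it was not tested and no fold change is given.

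**Figure D2:**
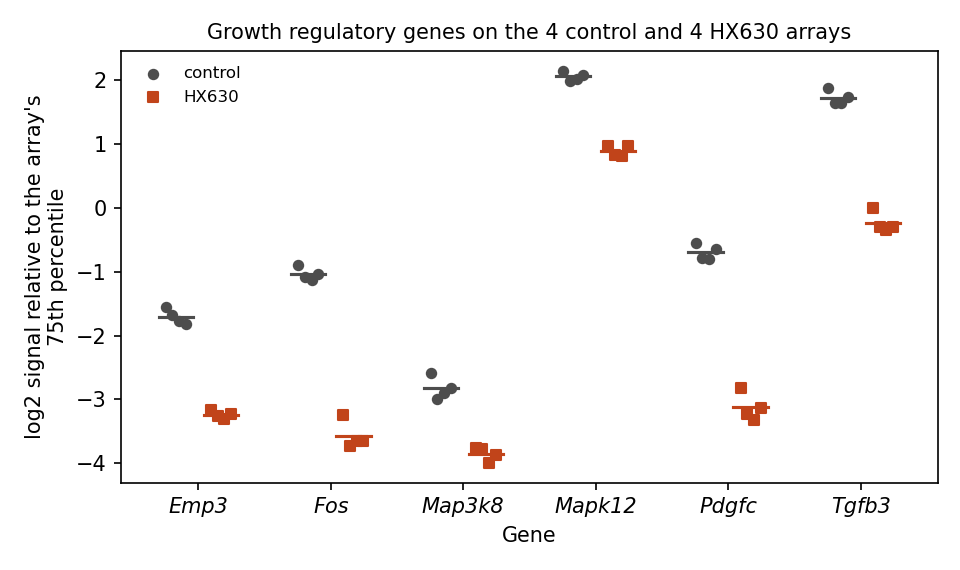
Log2 signal of *Emp3*, *Fos*, *Map3k8*, *Mapk12*, *Pdgfc* and *Tgfb3* relative to the 75th percentile of the array (vertical axis), 1 point per array, with control arrays as circles, HX630 arrays as squares and lines at the group means. For *Fos* the means are -1.04 in the control and -3.57 with HX630.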

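Of the 13 single genes drawn in red in this network, 12 had a probe that could be paired with their symbol, and all 12 were tested. On the arrays, 11 of them were higher with HX630 and called, with log2 fold changes from 0.59 for *Strip2* (*FAM40B* in the network) to 1.60 for *Pkp1* (standard error 0.063, adjusted p = 5.97e-07). For *Strip2* the adjusted p was 8.56e-05, but its other probe gave -0.17 (adjusted p = 0.537), and its fold change fell under 1.5 with normexp background correction and without control replicate 3, control replicate 4 or HX630 replicate 1. *Aqp4* was not called by its brighter probe, at -0.14 (standard error 0.078, adjusted p = 0.163), whereas its dimmer probe gave 0.88 (adjusted p = 8.54e-04). Only 1 of the 4 control arrays measured *En1* (0.96) and *Aqp6* (1.02) above background. Under normexp background correction, chosen after the data were seen, neither of these was called, and *En1* was -0.043. *Glrx* (0.39, adjusted p = 0.0166) and *Dynll1* (0.41, adjusted p = 0.0471), which were well above background on all 8 arrays, were not called with normexp either.

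Of the 17 genes drawn in green, 16 were tested, 15 were lower with HX630 and 13 were called down-regulated. *Slc16a3* fell by 2.22 (standard error 0.038, adjusted p = 5.71e-08), *Wipi1* by 1.95 (adjusted p = 2.34e-07) and *Anxa5* by 1.70 (adjusted p = 2.47e-07) on the log2 scale. *Aqp5* and *Lgals7* were not well above background on any HX630 array. On the processed signal they were at least 7.47-fold and at least 3.14-fold lower than in the control. These bounds were not reached with normexp, under which the log2 fold changes were -1.98 for *Aqp5* and -1.20 for *Lgals7*. *Dsp* was lower by less than the fold change threshold, at -0.45 (adjusted p = 2.59e-04). *Wdfy1*, at -0.15 by its brightest probe (adjusted p = 0.0135), had other probes at -1.16, -0.75 and -0.29, and its brightest probe was at 0.069 when scaled to the spike-in probes, which moves all genes alike. *Eci2* was higher with HX630, by 0.44 (standard error 0.035, adjusted p = 2.28e-05), which is under the fold change threshold. *Cd52* was not well above background on any of the 8 arrays and was not tested.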

The up-regulation of caspase 3 is related to the induction of apoptosis, and these data also support the effect of HX630 on tumor suppression.

**Table 1:** The biological functions in the categories of “cell death”, “cellular growth and proliferation”, and “cancer” regulated by HX630 treatment in AtT20 cells.

Category	Functions Annotation	P-Value	Predicted Activation State	Regulation z-score	Molecules
**Cell Death**		**2.59E-10–3.23E-03**			**767**
	cell death	6.10E-10	Increased	2.018	764
	cell death of tumor cell lines	1.86E-04	Increased	2.472	288
	apoptosis of tumor cell lines	2.26E-04	Increased	2.317	247
**Cellular Growth /Proliferation**		**3.54E-07–2.59E-03**			**742**
	proliferation of cells	3.54E-07	Decreased	-3.374	603
**Cancer**		**2.53E-10–2.73E-03**			**946**
	benign tumor	5.67E-05	Decreased	-2.039	172

**Fig 6:**
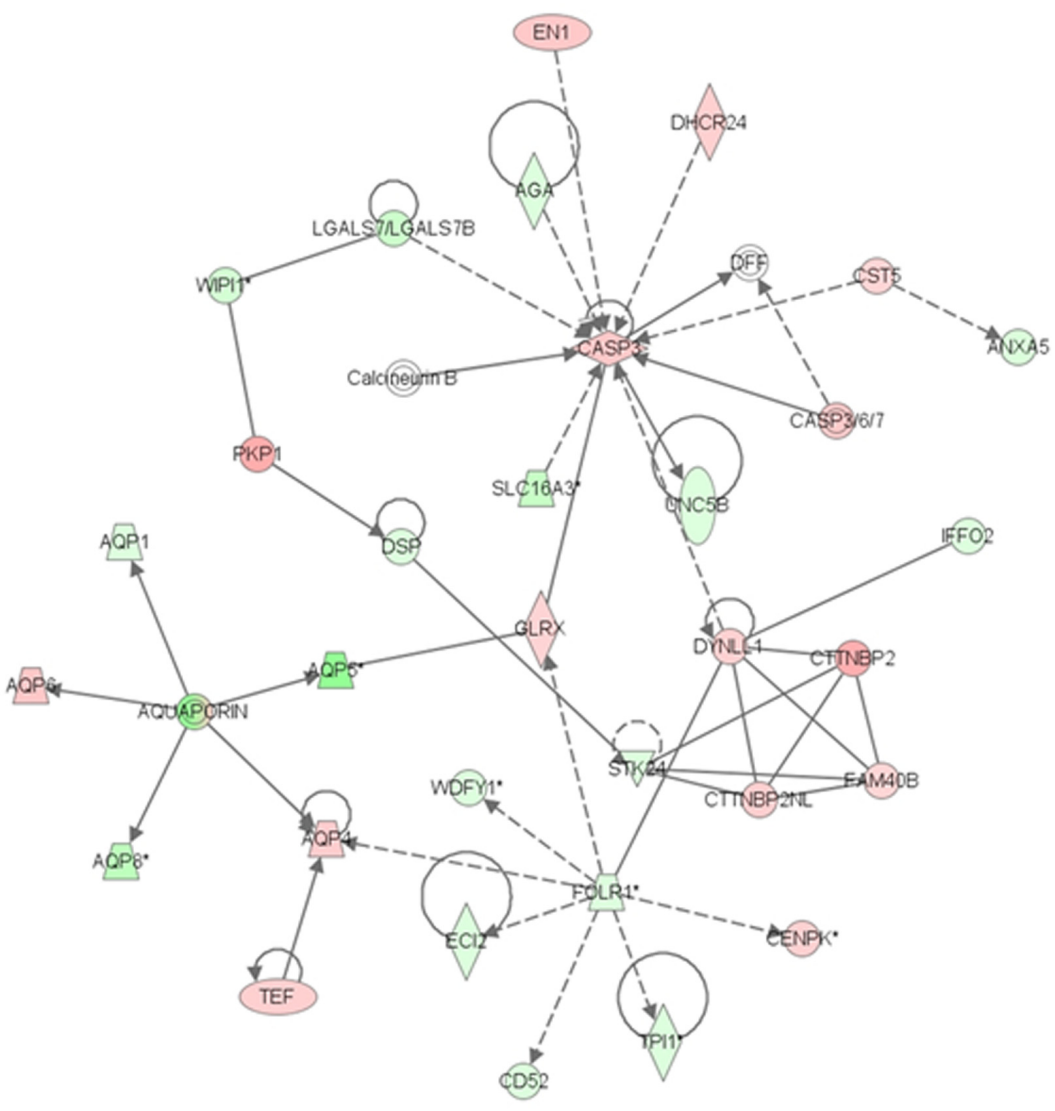
The network identified around *Casp3* in AtT20 cells treated with HX630. Molecules are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). The intensity of the node color indicates the degree of up—(red) or down—(green) regulation.

### Effects of HX630 on corticotroph tumor cells *in vivo*

To examine the anti-tumor effects of HX630 *in vivo*, we injected nu/nu mice with HX630 or vehicle intraperitonealy 3 times a week for 3 weeks after subcutaneous inoculation with AtT20 cells. Although there were no significant differences in body weights and plasma ACTH levels between the control group and the HX630 treated group (data not shown), HX630 significantly decreased the tumor volumes (Fig 7A–7E) as well as *Pomc* mRNA expressions in the tumor cells (Fig 7F). Similar observation was obtained regarding tumor volume decrease when we extended the duration of tumor cell inoculation and HX630/vehicle injection totally to 5 weeks (data not shown).

**Fig 7:**
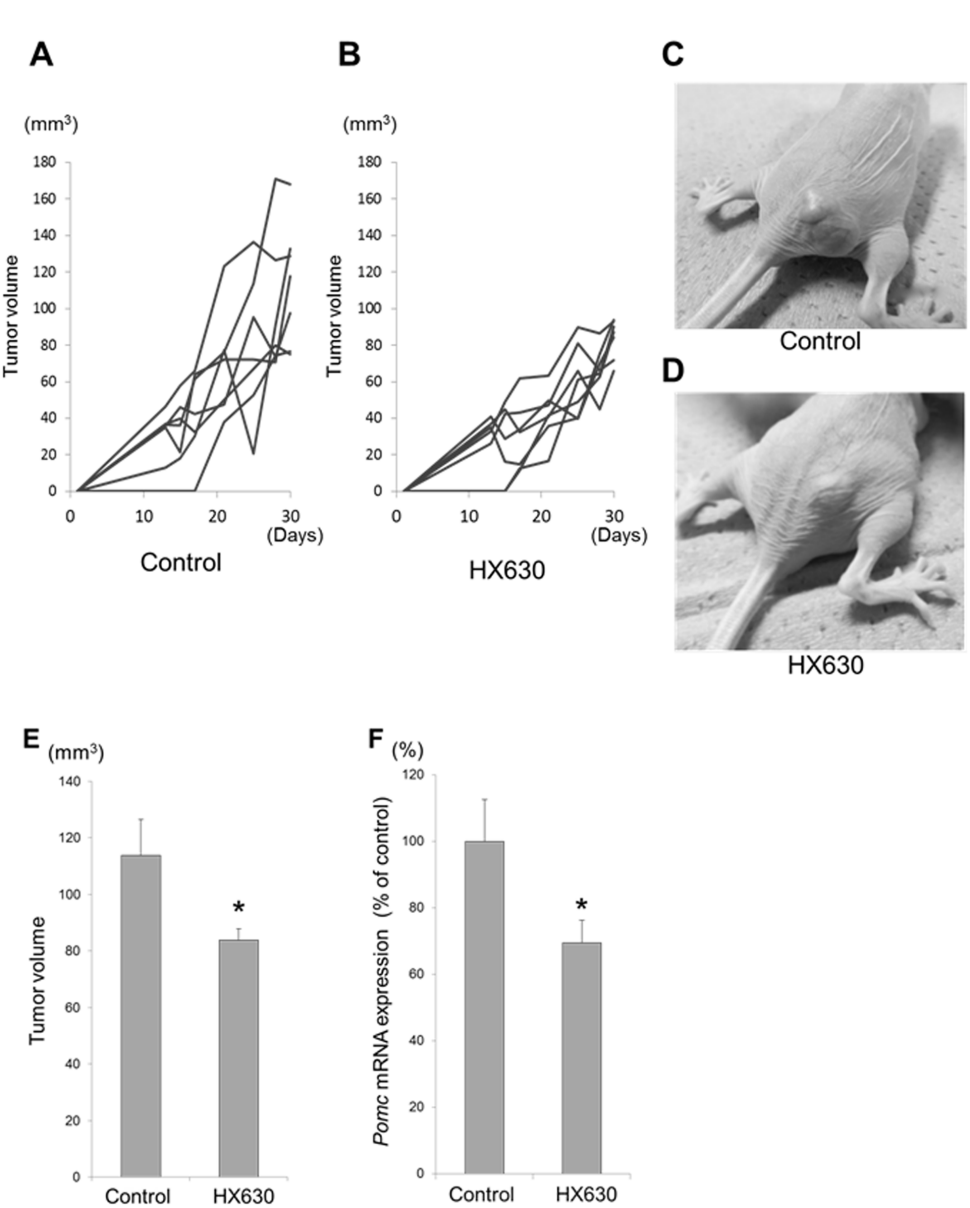
Effects of HX630 on corticotroph tumor cells *in vivo*. The mice (nu/nu) were subcutaneously inoculated with AtT20 cells (1,000,000/mouse). After 1 week, they were randomized for injection with either HX630 (5 mg/kg/d) or vehicle (corn oil) intraperitonealy 3 times a week for 3 weeks. In A and B, the body weights and the tumor volumes were monitored throughout the treatment. In C and D, a representative mouse of either the control group or the HX630-treated group on the last day is shown, respectively. Thereafter, mice were euthanized and their tumors were removed. Total RNAs were isolated from tumors and were subjected to examine *Pomc* mRNA expression by real-time PCR. In E and F, tumor volumes and *Pomc* mRNA expression in tumor cells on the last day were compared between the control group and the HX630 treated group, respectively. Results of *Pomc* mRNA expression are expressed as percentages of the control. Each point represents mean ± SEM (n = 7). *P<0.05 vs control.

### Differential effects of HX630 and PA024 on DR1/DR5 sequence transcription

We next examined the effects of HX630 and PA024 on RXR homodimer/heterodimer using CV-1 cells. RXR homodimer activated by RXR agonists is known to stimulate DR1 sequence transcription [10, 11, 33]. On the other hand, RXR agonists can stimulate DR5 sequence transcription via RXR-RAR heterodimer only in the presence of RAR agonists (non-permissive heterodimer) [10, 11, 34]. In the presence of RXRα, HX630 stimulated DR1 sequence transcription maximally at 1 μM (Fig 8A), while PA024 stimulated DR1 sequence transcription maximally at 10 μM (Fig 8B). On the other hand, in the presence of both RARα and RXRα, Am80-stimulated DR5 sequence transcription was dose-dependently inhibited by HX630 (Fig 8C), while it was further augmented by high-dose PA024 (Fig 8D). These data indicate that HX630 and PA024 differentially affect RXR homodimer bound to DR1 sequence as well as RXR-RAR heterodimer bound to DR5 sequence in the presence of Am80.

**Fig 8:**
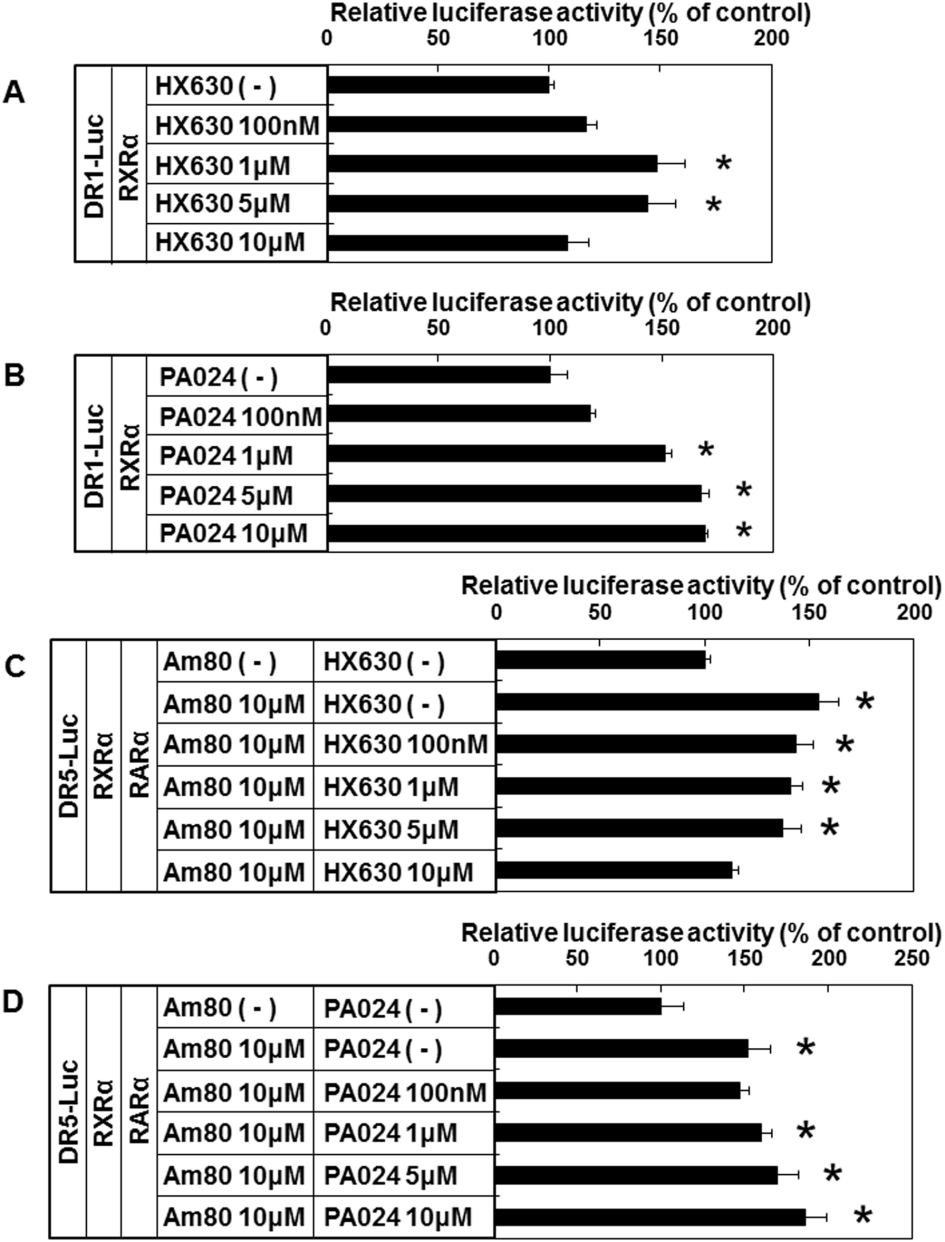
Effects of RXR agonists on DR1/DR5 sequence transcription. CV-1 cells transiently transfected with DR1-Luc reporter plasmid (DR1-Luc), RXRα-pcDNA1/Amp (RXRα), and pCMV-β-gal were incubated either without (-) or with (100 nM, 1 μM, 5 μM, or 10 μM) HX630 (A) or PA024 (B) for 48 hr. Additionally, CV-1 cells transiently transfected with DR5-Luc reporter plasmid (DR5-Luc), RXRα-pcDNA1/Amp (RXRα), pCMX-hRARα (RARα), and pCMV-β-gal were incubated either in the absence (-) or presence of 10 μM Am80 without (-) or with (100 nM, 1 μM, 5 μM, or 10 μM) HX630 (C) or PA024 (D) for 48 hr. Results are expressed as percentages of each control. Each point represents mean ± SEM (n = 4). *P<0.05 vs control (HX630 (-) in A, PA024 (-) in B, Am80 (-) HX630 (-) in C, and Am80 (-) PA024 (-) in D).

## Discussion

RXR agonists have been expected to have therapeutic potential for cancer prevention and treatment because they are less toxic than RAR agonists [13, 14], and RXR expression is rarely lost in human tumors [12]. Indeed several RXR agonists (e.g. LG100268, AGN194204, 9-cis UAB30) are found to be effective in suppressing tumor development in multiple carcinogenesis models, including those of breast, skin, pancreas, and prostate [3, 13–16]. Furthermore, an RXR agonist, bexarotene (LGD1069), which is a novel oral synthetic derivative of 9cRA, is already approved for the treatment of refractory cutaneous T-cell lymphoma and non-small cell lung cancer in human [16, 35, 36]. The molecular mechanisms proposed for the anti-tumor effects of RXR agonists include inhibition of cell cycle progression and induction of apoptosis. RXR agonists can induce tumor cell cycle arrest by down-regulation of the cyclin D1/D3 expressions [16, 37], activation of p53 [16], and up-regulation of p21 [38]. On the other hand, RXR agonists can induce apoptosis of tumor cell lines in association with the activation of caspase-3/8, cleavage of poly-(ADP-ribose) polymerase, and down-regulation of survivin, which is a novel member of the inhibitor of apoptosis protein family [16, 39].

In the present study, we demonstrated that HX630 and PA024, both of which are RXR-selective pan-agonists, exerted anti-proliferative and pro-apoptotic effects in murine pituitary corticotroph tumor AtT20 cells at their high concentrations. These effects may be especially prominent in AtT20 cells, since HX630 less affected cell proliferation/apoptosis in CV-1 cells. Furthermore, we confirmed that HX630 inhibited tumor growth *in vivo*. RXR agonists are known to exert their effects through RXR homodimer or permissive heterodimers, not through non-permissive RXR-RAR heterodimer. RXR agonists alone thus cannot activate RXR-RAR heterodimer [11, 14], but can activate the heterodimer only in the presence of RAR agonists [34]. Therefore, the anti-tumor effects of HX630 and PA024 might be mediated by active RXR homodimer or permissive heterodimers (e.g., RXR-PPAR, RXR-LXR). Indeed, PPARγ or LXRα/β are expressed in AtT20 cells [40–43], and several studies have reported that PPARγ agonists induced G0/G1 cell-cycle arrest and apoptosis, and suppressed ACTH secretion in AtT20 cells [42, 43]. Additionally, it has also been reported that an RXR agonist, AGN194204, potentiated the anti-proliferative and pro-apoptotic responses of breast cancer cell lines to PPAR agonists through RXR-PPAR heterodimer [44]. In contrast, an LXR agonist could increase the number of cells immunostained with anti-ACTH antibody in the mouse pituitary [40]. Therefore, active RXR homodimer or RXR-PPAR heterodimer might be mainly associated with the anti-tumor effects of HX630 and PA024. Although the molecular mechanisms of their anti-tumor effect remain unclear, the microarray analyses showed that HX630 regulated the expression of a large number of molecules associated with cell death or growth, leading to tumor suppression. Among them, apoptotic pathways are speculated to play a crucial role in the anti-tumor effect of HX630, since the significant gene network leading to caspase 3 activity was identified from the microarray analyses. Further studies are required to elucidate the precise RXR signaling pathways and the subsequent molecular mechanisms of the anti-tumor effect by HX630.

On the other hand, we also demonstrated that HX630 decreased the *Pomc* promoter activity, *Pomc* mRNA expression, and ACTH secretion dose-dependently in AtT20 cells, while PA024 did not affect them. The HX630-mediated suppression of the *Pomc* promoter activity was demonstrated to be mediated via RXRα, although the *Pomc* 5’-flanking region (-703 to +58) used did not contain any RXR binding elements including direct repeat (DR) 1, DR 4, and DR5 [11, 12]. Therefore, HX630 may affect the expression of genes upstream of *Pomc* including transcription factors via RXR. The functional analyses of the *Pomc* promoter activity using *Pomc* 5’-flanking region deletion mutants indicated that several transcription factors affecting the promoter region might be involved in the HX630-mediated transcriptional suppression. Indeed, there are several binding sites of transcription factors in the *Pomc* promoter region [45]. Among them, there are two Nur DNA binding sites identified on the *Pomc* promoter. The proximal binding sequence termed Nur77-binding response element (NBRE) (-69/-63) binds to Nur77 monomer [45, 46]. On the other hand, the distal Nur response element (NurRE), constituted of two inverted NBRE related sites (-404/-397 and -390/-383), binds to Nur77 homodimer or Nur77/Nurr1 heterodimer, and NurRE responds to Nur77 much stronger than the proximal NBRE [29, 30, 45]. Furthermore, there are other transcription factor binding elements, E-box (-377/-370) [31, 32, 45], Tpit/Pitx-responsive element (-316/-309, -302/-297) [45, 47], and NF-κB-responsive element (-151/-142) [45, 48]. There has been no report showing the involvement of transcription factors in the *Pomc* promoter activity mediated by RXR agonists, although a natural RAR agonist, ATRA, inhibited ACTH secretion *in vitro* by inhibiting the transcriptional activity of the transcription factors Nur77/Nurr1 on the *Pomc* promoter [4]. In the present study, we demonstrated for the first time that HX630 negatively regulated the *Pomc* promoter activity at the transcriptional level due to the suppression of *Nur77* and *Nurr1* mRNA expression and the reduction of Nur77/Nurr1 heterodimer recruiting to NurRE in the *Pomc* promoter region. Nur77/Nurr1 heterodimer was reported to enhance NurRE transcription synergistically in comparison to that seen with Nur77 homodimer [30]. Therefore, these results indicate that Nur77/Nurr1 heterodimer is crucial for the molecular pathway involved in the HX630-mediated suppression of the *Pomc* promoter activity, resulting in the suppression of *Pomc* mRNA expression and ACTH secretion in AtT20 cells.

There were differences in the effects on *Pomc* promoter activity, *Pomc* mRNA expression, and ACTH secretion between HX630 and PA024, although they are both RXR-selective pan-agonists. RXRs interact with various factors, including heterodimer partners of nuclear receptors, co-repressors, and co-activators. Owing to such complex protein-protein interactions, different RXR agonists do not necessarily exhibit the same biological activities [20]. For example, it was reported that PA024 potently induced ABC transporter A1 (*ABCA1*) expression in macrophage cell lines, RAW264 cells and undifferentiated THP-1 cells through LXR-RXR heterodimer activation, while HX630 failed to induce *ABCA1* expression because of the inability to activate LXR-RXR heterodimer. Instead, HX630 was able to activate PPARγ/RXR, and induced *ABCA1* expression in differentiated THP-1 cells [49]. Another study demonstrated that combinations of Am80 with HX630 or with PA024 showed different gene expression profiles in microarray during the induction of HL-60 cell differentiation, and that the combination of Am80 with PA024, but not with HX630, especially increased the induction of HL-60 cell apoptosis, indicating that these two retinoid synergists might differently modulate the activation procedure of the RAR-RXR heterodimer [50]. The differential effects of HX630 and PA024 on RXR homodimer/RXR-RAR heterodimer transcription that we observed may also be involved in their differential effects on *Pomc* expression and ACTH secretion.

In conclusion, we demonstrated that HX630 at high concentrations suppressed cell proliferation and induced apoptosis, most likely through the activation of caspase 3, in AtT20 cells. We also provide new evidence that HX630 negatively regulates the *Pomc* promoter activity at the gene transcription level due to the suppression of *Nur77* and *Nurr1* mRNA expression and the subsequent reduction of Nur77/Nurr1 heterodimer recruiting to the *Pomc* promoter region, resulting in the suppression of *Pomc* mRNA expression and ACTH secretion. These effects of HX630 were shown to be exerted via RXRα. Furthermore, we confirmed that HX630 indeed inhibited tumor growth and decreased *Pomc* mRNA expression in corticotroph tumor cells in female nude mice *in vivo*. Thus, these results indicate that RXR agonists, especially HX630, might be a new therapeutic candidate for Cushing’s disease. Further structural optimization of them to reduce the effective concentration for decreasing *Pomc* expression and ACTH secretion, inducing apoptosis, and inhibiting cell proliferation may be necessary for the introduction into the clinical application.

## Supporting Information

S1 File NC3Rs ARRIVE Guidelines Checklist. (DOC) Click here for additional data file.

# Supplementary material for: Effects of RXR Agonists on Cell Proliferation/Apoptosis and ACTH Secretion/Pomc Expression
**Source:** PLoS One. 2015 Dec 29;10(12):e0141960. doi: 10.1371/journal.pone.0141960
**Supplement:** S1 File

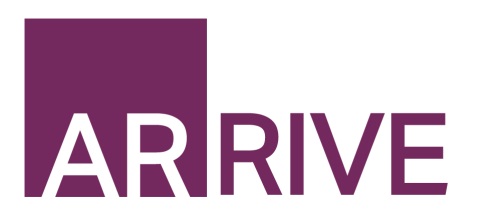

The ARRIVE Guidelines Checklist

Animal Research: Reporting In Vivo Experiments

Carol Kilkenny1, William J Browne2, Innes C Cuthill3, Michael Emerson4 and Douglas G Altman5

|  | ITEM | RECOMMENDATION | Section/ Paragraph |
| --- | --- | --- | --- |
| Title | 1 | Provide as accurate and concise a description of the content of the article as possible. | Ｘ |
| Abstract | 2 | Provide an accurate summary of the background, research objectives, including details of the species or strain of animal used, key methods, principal findings and conclusions of the study. | Ｘ |
| INTRODUCTION | | |  |
| Background | 3 | a. Include sufficient scientific background (including relevant references to previous work) to understand the motivation and context for the study, and explain the experimental approach and rationale.  b. Explain how and why the animal species and model being used can address the scientific objectives and, where appropriate, the study’s relevance to human biology. | Ｘ |
| Objectives | 4 | Clearly describe the primary and any secondary objectives of the study, or specific hypotheses being tested. | Ｘ |
| METHODS | | |  |
| Ethical statement | 5 | Indicate the nature of the ethical review permissions, relevant licences (e.g. Animal [Scientific Procedures] Act 1986), and national or institutional guidelines for the care and use of animals, that cover the research. | Ｘ |
| Study design | 6 | For each experiment, give brief details of the study design including:  a. The number of experimental and control groups.  b. Any steps taken to minimise the effects of subjective bias when allocating animals to treatment (e.g. randomisation procedure) and when assessing results (e.g. if done, describe who was blinded and when).  c. The experimental unit (e.g. a single animal, group or cage of animals).  A time-line diagram or flow chart can be useful to illustrate how complex study designs were carried out. | Ｘ |
| Experimental procedures | 7 | For each experiment and each experimental group, including controls, provide precise details of all procedures carried out. For example:  a. How (e.g. drug formulation and dose, site and route of administration, anaesthesia and analgesia used [including monitoring], surgical procedure, method of euthanasia). Provide details of any specialist equipment used, including supplier(s).  b. When (e.g. time of day).  c. Where (e.g. home cage, laboratory, water maze).  d. Why (e.g. rationale for choice of specific anaesthetic, route of administration, drug dose used). | Ｘ |
| Experimental animals | 8 | a. Provide details of the animals used, including species, strain, sex, developmental stage (e.g. mean or median age plus age range) and weight (e.g. mean or median weight plus weight range).  b. Provide further relevant information such as the source of animals, international strain nomenclature, genetic modification status (e.g. knock-out or transgenic), genotype, health/immune status, drug or test naïve, previous procedures, etc. | Ｘ |

The ARRIVE guidelines. Originally published in *PLoS Biology*, June 20101

| Housing and husbandry | 9 | | Provide details of:  a. Housing (type of facility e.g. specific pathogen free [SPF]; type of cage or housing; bedding material; number of cage companions; tank shape and material etc. for fish).  b. Husbandry conditions (e.g. breeding programme, light/dark cycle, temperature, quality of water etc for fish, type of food, access to food and water, environmental enrichment).  c. Welfare-related assessments and interventions that were carried out prior to, during, or after the experiment. | Ｘ | |
| --- | --- | --- | --- | --- | --- |
| Sample size | 10 | | a. Specify the total number of animals used in each experiment, and the number of animals in each experimental group.  b. Explain how the number of animals was arrived at. Provide details of any sample size calculation used.  c. Indicate the number of independent replications of each experiment, if relevant. | Ｘ | |
| Allocating animals to experimental groups | 11 | | a. Give full details of how animals were allocated to experimental groups, including randomisation or matching if done.  b. Describe the order in which the animals in the different experimental groups were treated and assessed. | Ｘ | |
| Experimental outcomes | 12 | | Clearly define the primary and secondary experimental outcomes assessed (e.g. cell death, molecular markers, behavioural changes). | Ｘ | |
| Statistical methods | 13 | | a. Provide details of the statistical methods used for each analysis.  b. Specify the unit of analysis for each dataset (e.g. single animal, group of animals, single neuron).  c. Describe any methods used to assess whether the data met the assumptions of the statistical approach. | Ｘ | |
| RESULTS | | | |  | |
| Baseline data | 14 | | For each experimental group, report relevant characteristics and health status of animals (e.g. weight, microbiological status, and drug or test naïve) prior to treatment or testing. (This information can often be tabulated). | Ｘ | |
| Numbers analysed | 15 | | 1. Report the number of animals in each group included in each analysis. Report absolute numbers (e.g. 10/20, not 50%2).   b. If any animals or data were not included in the analysis, explain why. | Ｘ | |
| Outcomes and estimation | 16 | | Report the results for each analysis carried out, with a measure of precision (e.g. standard error or confidence interval). | Ｘ | |
| Adverse events | 17 | | a. Give details of all important adverse events in each experimental group.  b. Describe any modifications to the experimental protocols made to reduce adverse events. | Ｘ | |
| DISCUSSION | | | |  | |
| Interpretation/ scientific implications | 18 | | a. Interpret the results, taking into account the study objectives and hypotheses, current theory and other relevant studies in the literature.  b. Comment on the study limitations including any potential sources of bias, any limitations of the animal model, and the imprecision associated with the results2.  c. Describe any implications of your experimental methods or findings for the replacement, refinement or reduction (the 3Rs) of the use of animals in research. | Ｘ | |
| Generalisability/ translation | 19 | | Comment on whether, and how, the findings of this study are likely to translate to other species or systems, including any relevance to human biology. | Ｘ | |
| Funding | 20 | List all funding sources (including grant number) and the role of the funder(s) in the study. | | Ｘ |  |

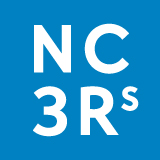

References:

1. Kilkenny C, Browne WJ, Cuthill IC, Emerson M, Altman DG (2010) Improving Bioscience Research Reporting: The ARRIVE Guidelines for Reporting Animal Research. *PLoS Biol* 8(6): e1000412. doi:10.1371/journal.pbio.1000412

2. Schulz KF, Altman DG, Moher D, the CONSORT Group (2010) CONSORT 2010 Statement: updated guidelines for reporting parallel group randomised trials. *BMJ* 340:c332.

How the deposited data were processed for this re-analysis (not part of the article)

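Gene expression was measured in AtT20 cells with 1-color Agilent mouse arrays, on RNA from 4 control samples and 4 samples incubated with 10 μM HX630 for 48 hr. For each array the authors deposited the output of Feature Extraction 10.7.3.1, run by them with default parameters, in which each spot has a processed intensity after background subtraction and spatial detrending. The same files give the median intensity of each spot and of its local background as the scanner read them. The authors also deposited a table of log2 values of the same arrays, made in GeneSpring 12.0. Set against the arrays, this table held the log2 processed signal minus the 75th percentile of each array. The paper's text does not name a scaling between arrays or a correction for multiple tests. It names a fold change of 1.5 and a p-value of 0.01 as criteria.

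All values were calculated in R 4.3.3 with limma 3.58.1. Each array holds 44397 spots, of which 1377 are control spots that were left out, along with spots that Feature Extraction marked as outliers. The log2 processed signal was reduced by the 75th percentile of its array, and spots of one probe were averaged, which gave 39429 probes. A probe was tested when it was well above background on at least 4 of the 8 arrays. The groups were compared with lmFit and eBayes over all 8 arrays, without a block for the replicate number, and p-values were adjusted by the Benjamini-Hochberg method over the probes tested. A probe was called at an adjusted p below 0.01 and a fold change above 1.5. The methods' t-test was run on the same signals. For a single gene the exact permutation test used all 70 regroupings of the 8 arrays. These tests, the gene lists and all alternatives not described as added later were chosen before the data were examined.

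Probes were named through their RefSeq accession in a table of mouse genes on assembly GRCm38.p6, with versions left off on both sides. Of the 39429 probes, 26055 were matched (66.1%), to 19751 symbols. Predicted transcripts were matched for 15 of 5600 probes and curated coding transcripts for 25520 of 26107. The array's design uses another genome build, so the table served for names only and no coordinates are given. Of 3940 genes with more than 1 tested probe, 989 had a called probe and 7 had calls in both directions.

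Single genes were named by a rule: every gene that the paper names in its text or in Fig 6, the 5 called genes with the largest rise and the 5 with the largest fall among those well above background on all 8 arrays with groups that do not overlap, and up to 3 called members of each list with the largest fitted changes. Of these genes, 2 are not reported here. The 13 lists cover genes of S phase and G2/M phase, pro-apoptotic and anti-apoptotic genes, targets of p53, PPAR, LXR and RAR, cholesterol synthesis, the integrated stress response, immediate early genes, corticotroph genes, and hypoxia and glycolysis. They were written from general knowledge of these processes, and some genes stand in more than 1 list. Each list was tested with camera at a preset correlation of 0.01 and called at an adjusted p below 0.05 over the 13 lists, with fry and an estimated correlation as alternatives. Medians of lists were also set against 10000 random lists of the same size matched on brightness.

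The precision is limited by the number of arrays. The code was tested on simulated data with the means and SDs of 28543 probes in HX630 against control, of which 200 were changed by 1 on the log2 scale. It recovered 77% of these, all in the right direction, with 3 false calls. The probes missed had a higher SD (0.297 against 0.08), and the mean estimates were 0.999 for rises and -1.01 for falls. The methods' t-test recovered 93.5% with 30 false calls. On the arrays, 13008 of 28553 tested probes passed an adjusted p below 0.01 without a fold change threshold. That is far more than the 200 changed in the simulation. Benjamini-Hochberg adjustment is stricter when few probes change, so the recovery and the false calls above do not carry over to the arrays. In the simulation with 1 of 13 lists shifted, camera called 1 list, fry 3 and camera with an estimated correlation 1. The simulated genes varied independently of each other, and the shifted list, the targets of p53, shares members with other lists.

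The alternatives were other scalings (quantile normalization, the median, the 75th percentile over detected probes), the authors' deposited log2 values, other filters on dim probes, outlier spots kept, other variance models, array weights, other tests and thresholds, the mean of all probes of a gene, the replicate number as a block, and each array left out in turn. Normexp background correction with an offset of 16 on the median spot intensity and scaling to the spike-in control probes were added after the data were seen. Normexp had been planned on the mean spot intensity, which is not used here. The IPA gene sets and networks are not analysed here, nor are the real-time PCR, luciferase, ACTH, enzyme activity, chromatin and animal experiments.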

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

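The tests of brightness, of the spike-in probes, of the slides and of the parts of the hypoxia list were chosen after the results were seen, whereas the count of other splits of the arrays was planned.

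Control replicate 1 stood apart from the other control arrays. Its mean correlation with its own group was 0.9946, against a median of 0.9962 over the 4 controls, and the gap was 0.941 of the range of the group. In single genes, 12 of 194 groups of 4 arrays had an array as far apart, where chance gives 9.7, so the number of such genes is close to chance. Control replicate 1 was the array apart in 2 of the 12, HX630 replicate 1 in 5 and other arrays in 5. The ratio of the gap to the range was 0.947 for *Tm7sf2*, 0.939 for *Aqp4*, 0.891 for *Folr1*, 0.851 for *Nusap1*, 0.842 for *Nr1h2* and 0.832 for *Bcl2* in the control, and 0.885 for *Cenpk*, 0.868 for *Ptprt*, 0.86 for *Pfkfb3*, 0.856 for *Tgfb3* and 0.853 for *Pam* with HX630, among others. Without control replicate 1, 2567 probes were up-regulated and 2879 down-regulated, and without HX630 replicate 1, 2033 and 3369. Both arrays lay at the first position of their slide, so a position on the slide may set them apart, but no test of this was made. No biological explanation was tested.

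Genes of cholesterol synthesis, which the paper does not discuss, were higher with HX630. The 25 genes tested had a median log2 fold change of 0.79, 24 were higher and 19 were called up-regulated, with camera's adjusted p at 2.21e-10. The largest changes were those of *Hmgcs1* (1.56, adjusted p = 5.01e-07), *Dhcr7* (1.55, adjusted p = 3.63e-07) and *Tm7sf2* (1.52, adjusted p = 1.05e-06). The tables argue against the brightness of the genes as the cause, since 0 of 10000 random lists matched on brightness had a median as high. They argue against chance, since 1 of the 35 splits of the arrays, the real one, gave a p as small. With an estimated correlation between genes the list was not called (adjusted p = 0.212). A difference between the slides other than the treatment stays open, since 0 slides held both groups. An effect of HX630 on this pathway is a hypothesis that the arrays cannot tell apart from it.

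Genes of hypoxia and glycolysis were lower with HX630. The median of the 30 genes tested was -1.44, or -1.28 with genes not measured on the HX630 arrays at their bound, and 26 were called down-regulated, with camera's adjusted p at 1.14e-09. *Car9* fell by 4.67 (adjusted p = 3.43e-07) and *Hk2* by 3.18 (adjusted p = 8.92e-08) on the log2 scale. *Pfkfb3*, not well above background on any HX630 array, was at least 3.63-fold lower on the processed signal. With normexp it fell short of this bound, at a log2 fold change of -1.68. In Fig 6, *Slc16a3* and *Tpi1* belong to this list. A random list matched on brightness had a median as low in 0 of 10000 draws, which argues against the brightness of the genes, and 1 of the 35 splits gave a p as small, which argues against chance. A change of the glycolytic enzymes alone is argued against by the other 15 members, whose median was -1.29, against -1.59 for the 15 glycolytic genes. The fall is consistent with a lower activity of hypoxia-induced transcription as a hypothesis, but oxygen, cell density and the medium were not measured here, and a difference between the slides stays open (0 slides with both groups).

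Immediate early genes were also lower. Of 27 tested, 17 were called down-regulated and 1 up-regulated, with a median of -0.85 and camera's adjusted p at 9.17e-05. *Nr4a1* (-3.33) and *Fos* (-2.53) changed most among the genes well above background on all 8 arrays. *Nr4a3*, not well above background on any HX630 array, was at least 2.5-fold lower on the processed signal. Of the 28 genes of this list, 4 stand in other lists. Brightness is argued against by 0 of 10000 random lists, and chance by 1 of 35 splits. The difference between the slides other than the treatment stays open (0 slides with both groups), as does the handling of the cells before lysis, to which these genes respond and which was not tested.

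Genes of the integrated stress response had a median of -0.18, with 8 of 27 called down-regulated and none called up (camera's adjusted p = 0.00447), among them *Stc2* (-1.87), *Ddit3* (-1.55) and *Atf3* (-1.50). Here the tables leave more open. Among random lists matched on brightness, 946 of 10000 had a median as low, and 5 of the 35 splits gave a p as small, 1 of them with 2 controls on each side, so neither the brightness of the genes nor chance can be excluded. Scaling to the spike-in probes, which moves all genes alike, put the median at 0.043, but relative to the median of all genes it stayed at -0.14, and camera still called the list (adjusted p = 0.00737).

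The genes with the largest changes among those called and measured on all 8 arrays are not discussed in the paper. *Pcp4* (4.00), *Gprc5c* (3.46), *Plpp3* (3.39), *Ebf3* (3.19) and *Mdga1* (3.14) rose most on the log2 scale. *Ptprt* (-6.34), *Perm1* (-6.28), *Uts2* (-5.73) and *Myoz3* (-5.03) were among those that fell most. Other probes gave 1.29 to 2.93 for *Gprc5c*, 0.24 for *Mdga1* (adjusted p = 0.231), -7.08 for *Ptprt* and -1.04 for *Myoz3*. The adjusted p of these 9 genes lay between 4.87e-08 and 4.42e-06, and all 9 kept their direction and call under every alternative. A difference between the slides or scans that depends on brightness is argued against by the spike-in probes, whose log2 fold changes had an SD of 0.036 over their range of brightness, against 0.601 for the tested probes. That range, -4.80 to 7.91 in the control, does not reach the HX630 signals of *Perm1* (-5.46) and *Myoz3* (-6.03), among others. A shift of a slide or scan that is alike for all probes is argued against too. The spike-in probes moved by -0.27 to -0.17, whereas these genes reached 3.14 to 4.00 or -5.03 to -6.34. The RNA of the spike-in probes does not come from the cells, so other differences between the slides are not covered. These cannot be told apart from HX630, since 0 slides held both groups.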

How the results depend on the processing

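Normexp background correction and scaling to the spike-in probes were chosen after the data were seen. The slide as a block was not run, since each group lay on 1 slide, and normexp on the mean spot intensity was not run.

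Of 106 comparisons of the counts with an alternative, 93 were within 1.5 times the value reported. Without a fold change threshold, limma called 5762 probes up and 7246 down (3678 and 4166 genes), and with treat, which tests against the fold change of 1.5, 823 and 1258 (560 and 771 genes). These follow from the thresholds themselves. Scaled to the spike-in probes, 4140 probes were up and 1921 down (2469 and 1044 genes). The median log2 fold change of all genes tested moved from -0.035 to 0.183 there, since the spike-in probes were lower on the HX630 arrays. With normexp, 1355 probes were up and 2907 down, and the cause was not tested. Among the other scalings, quantile normalization gave 2714 probes up and 2733 down. Of the 5314 probes called, 4810 were also called with quantile normalization, 4761 with median scaling, 5312 with the deposited log2 values and 5064 without the filter on dim probes. With single arrays left out, 1943 to 2567 probes were up and 2879 to 3369 down.

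Of 299 comparisons of the lists, 270 kept direction and call. Cholesterol synthesis, hypoxia and glycolysis, immediate early genes, S phase and G2/M phase kept both except with an estimated correlation, under which their medians stayed at 0.79, -1.44, -0.85, 0.38 and 0.30 and the adjusted p rose to between 0.212 and 0.235. The integrated stress response was not called there either (median -0.18, adjusted p = 0.212), nor with quantile normalization (-0.071, adjusted p = 0.0905) or normexp (-0.15, adjusted p = 0.0556), and its adjusted p lay between 3.08e-07 and 0.212 over the alternatives. Pro-apoptotic genes, just above the threshold as reported, were called with median scaling (0.25), the 75th percentile over detected probes (0.18), no filter on dim probes (0.072), normexp (0.19), scaling to the spike-in probes (0.38), a variance trend with robust eBayes (0.17) and fry (0.17). With single arrays left out their median lay between 0.14 and 0.18, and they were called without control replicate 4 (0.14) and without HX630 replicate 1, 2 or 3 (0.16, 0.15 and 0.16). Fry also called anti-apoptotic genes (0.20) and targets of LXR (0.19) and RAR (-0.32), and corticotroph genes (-0.38). Corticotroph genes were called with median scaling (-0.29) too. Scaled to the spike-in probes, corticotroph genes (-0.16) and RAR targets (-0.11) were called, and the medians of p53 targets (0.13), PPAR targets (0.028) and the integrated stress response (0.043) turned positive. Relative to the median of all genes, these last were at -0.055, -0.155 and -0.14 there. The cause of the other changed calls was not tested.

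Single genes were compared on direction and on the side of 0.01 on which the adjusted p lay, with the fold change looked at apart. Of 97 single genes, 92 kept their direction under every alternative and 78 the side of the threshold too. The direction turned with normexp for *En1* (-0.043), *Wdfy1* (0.018) and *Rxra* (-0.063), with scaling to the spike-in probes for *Aqp4* (0.078), *Wdfy1* (0.069) and *Rxrg* (0.025), and with the mean of all probes of a gene for *Aqp4* (0.37), *Rxra* (-0.29) and *Rxrg* (0.022). These last genes have probes that disagree. The adjusted p rose above the threshold for *En1* and 6 other genes with normexp, for 5 with scaling to the spike-in probes, for 2 with the mean of all probes and for 1 with median scaling. The fold change of called genes fell under 1.5, with an adjusted p still below the threshold, for *Ccnd3* (-0.48), *Folr1* (-0.50), *Iffo2* (-0.57) and *Stk24* (-0.50) with scaling to the spike-in probes, for *Anp32e* (0.43) and *Cttnbp2nl* (0.51) with the mean of all probes, and for *Strip2*, close to the threshold, with normexp (0.54) and without control replicate 3 (0.57), control replicate 4 (0.56) or HX630 replicate 1 (0.55). In the other direction, *Eci2* (0.65) and *Birc5* (0.62) passed both thresholds with scaling to the spike-in probes, and *Wdfy1* (-0.59) with the mean of all probes. *En1*, *Aqp6*, *Tnfsf10* and *Acadl*, for which normexp turned the direction or raised the adjusted p above the threshold, were not well above background on most or all control arrays, so that the signal over background limits what can be said of them. The other 5 genes that changed with normexp, *Glrx*, *Dynll1*, *Pomc*, *Wdfy1* and *Rxra*, were well above background on all 8 arrays, and the cause was not tested.

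The replicate numbers were not taken as pairs. The correlation of same-numbered arrays in their deviations from the group means was 0.523, -0.009, 0.243 and 0.381 for replicates 1 to 4, and so was not above 0.1 for all of them. The second principal component, with 12.9% of the variance, ordered the arrays by number in both groups. The number is also the position on the slide, and what the arrays of one number share beyond it was not tested. With the replicate block, 2209 probes were up and 3345 down, and 5217 of the 5314 calls were shared. Among single genes, the adjusted p of *Pomc* rose to 0.0105, above the threshold, and those of *Trp53* (0.00396) and *Pparg* (0.00307) fell below it. The fold changes of these 3 genes, which stay under 1.5, are the same with the block.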

Differences from the paper's values

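The paper reports 2173 up-regulated and 3169 down-regulated genes, 5342 in all. Counted by gene symbol, limma called 1283 up, 1709 down and 2992 in all, and counted by probe 2130, 3184 and 5314. By probe, the counts differ by less than 1.5 times from the paper's under every alternative set before the data were examined, except without a fold change threshold and with treat, and without the filter on dim probes the number up-regulated was 2173 (with 3220 down), which equals the paper's. By symbol, the number of genes up-regulated came within 1.5 times the paper's with quantile normalization (1613), median scaling (1707), array weights (1507) and without control replicate 1 (1519), and with scaling to the spike-in probes (2469), which was chosen after seeing the values. The number down-regulated (4166) and the total (7844) did so without a fold change threshold only.

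Real-time PCR at 10 μM HX630 gave the paper about 34% of the control for *Pomc* (Fig. 3A, read by eye), against 73.0% ± 2.11 (SD, n = 4) on the arrays. For *Nr4a1* (*Nur77*) the paper shows about 47% (Fig. 4B, read by eye) and the arrays 9.93% ± 2.08 (SD, n = 4), and for *Nr4a2* (*Nurr1*) about 65% (Fig. 4C, read by eye) and 26.9% ± 2.16 (SD, n = 4). All 3 differed from the paper's value under every alternative set before the data were examined that gives a value for a single gene. The 2 methods agree in direction for these genes. Their references differ, since the paper set the PCR values against ribosomal RNA and the array values are relative to a percentile of the array. *Pomc* is also among the brightest probes. Its control signal was 8.03 on the log2 scale, where the highest tested level was 8.2 and the brightest spike-in probe was at 7.91. Whether the arrays understate a change at this level was not tested, so the values for *Pomc* do not show which method is closer.

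In Fig 6, *ECI2* is drawn as lower with HX630, while *Eci2* was higher by 0.44 on the log2 scale (adjusted p = 2.28e-05), under the fold change threshold, and it was higher under all alternatives. With scaling to the spike-in probes it passed both thresholds (0.65, adjusted p = 1.75e-05). *AQP4* is drawn as higher, whereas the brighter of the 2 probes of *Aqp4* gave -0.14 (adjusted p = 0.163). Its dimmer probe gave 0.88 (adjusted p = 8.54e-04), the mean of both probes 0.37 (adjusted p = 0.00637), and scaling to the spike-in probes, chosen after seeing the values, 0.078. *DSP* and *WDFY1* are drawn as lower. *Dsp* fell by less than the fold change threshold (-0.45, adjusted p = 2.59e-04), and *Wdfy1* was not called by its brightest probe (-0.15, adjusted p = 0.0135). The mean of the 4 probes of *Wdfy1* fell by 0.59 (adjusted p = 1.01e-05), which passes both thresholds, and its brightest probe passed the threshold for p with a variance trend and robust eBayes (0.00449), with array weights (0.00832) and with the unadjusted p of the methods' t-test (0.00436).

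The paper names *PDGFRB* as down-regulated and draws *CD52* as lower. Neither was well above background on any of the 8 arrays, and they were not tested. Without the filter on dim probes, both were called down-regulated by limma (adjusted p = 9.12e-04 and 0.00899), from signals not well above background in either group. The paper did not detect *RXRγ* mRNA by real-time PCR, whereas the brighter of the 2 probes of *Rxrg* was well above background on all 8 arrays. That probe was at 0.355 in the control, but the dimmer probe was at -6.665, well above background on 3 of the 4 arrays of each group. The probes thus disagree on the level of *Rxrg*, and which of them is closer to its mRNA was not tested.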

Other observations

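The tests of the spike-in probes, of scaling and of brightness were chosen after the results were seen, whereas the count of other splits of the arrays was planned.

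Only the real split of the arrays gave as many calls. For probes up-regulated, probes down-regulated, genes up-regulated and genes down-regulated, 1 of the 35 splits into 4 and 4 reached the number reported. The other 34 gave 0 calls with limma at an adjusted p below 0.01 and a fold change above 1.5. This argues against chance for these counts, at the lowest share that 35 splits can give. It does not exclude chance, since a split that mixes the groups adds their difference to the spread within a group. The slides are not excluded, since 0 slides held both groups and the real split is also the split by slide and scan. The 10 spike-in control probes, made for RNA that is added to a sample and does not come from the cells, bear on this in part. The 8 of them well above background on all arrays were lower on the HX630 arrays by a like amount, with log2 fold changes from -0.27 to -0.17, a median of -0.22 and an SD of 0.036. Their mean was 2.39 ± 0.062 (SD, n = 4) in the control and 2.17 ± 0.054 (SD, n = 4) with HX630 (two-sided exact permutation test, p = 0.0286), and none passed a fold change of 1.5. A difference between slides that depends on brightness would have spread them apart, but only between the control signals of -4.80 and 7.91 that they span. Tested probes reached down to -8.68. The dimmer spike-in probes, well above background on 6 and 0 arrays, were at -0.16 and -0.025.

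That more probes fell than rose may come from the scaling. With the 75th percentile, 59.9% of the called probes were lower with HX630, but with median scaling it was 48.43%, and with scaling to the spike-in probes, added later, 31.69%. Which scaling is closer to the amounts of RNA in the cells was not tested.

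Genes of S phase and G2/M phase were higher with HX630, while the paper reports slower proliferation of the cells. The paper's proliferation assay measured a colored product of metabolically active cells, after a longer incubation than that of the arrays. The assay and the arrays thus differ in time and in what they measure, so these results need not conflict. Over 10000 random lists matched on brightness, 0 had a median as high for either list, which argues against the brightness of the genes. Scaling is argued against too, since the median of the list minus that of all genes was at least 0.44 for S phase and 0.327 for G2/M phase with quantile normalization and normexp, which shift genes by different amounts. The count of splits does not by itself exclude chance, as 3 of the 35 splits gave a camera p as small for S phase and 5 for G2/M phase, the real one included. The other splits among these, 2 and 4, all kept 3 of the 4 controls together and so carried part of the difference between the groups. Among the 18 splits with 2 controls on each side, the lowest camera p was 0.0288 for S phase and 2.34e-04 for G2/M phase, against 3.4e-11 and 3.18e-09 in the real split. With an estimated correlation neither list was called. *Cdc6* (1.45, adjusted p = 1.33e-07), *Clspn* (0.93) and *Dscc1* (0.85) rose most in S phase, and *Nusap1* (0.71), *Anp32e* (0.69, other probe 0.18) and *Cbx5* (0.66) in G2/M phase. An arrest or a delay within the cycle might raise these genes as cycling does, and the arrays of mixed cells hold no value that separates these.

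For the other lists, the tests differed. For pro-apoptotic genes 4 of the 35 splits were as strong as the real one, for anti-apoptotic genes 7, for p53 targets 17, for PPAR targets 20, for LXR targets 5, for RAR targets 7 and for corticotroph genes 2, so the count does not exclude chance for any of them. For pro-apoptotic, anti-apoptotic and corticotroph genes and LXR targets, all the other splits as strong kept 3 of the 4 controls together, whereas with 2 controls on each side 8 splits were as strong for p53 targets, 8 for PPAR targets and 1 for RAR targets. Of 10000 random lists matched on brightness, 1 had a median as far in the same direction as corticotroph genes, 134 as pro-apoptotic genes, 264 as RAR targets, 352 as anti-apoptotic genes, 508 as PPAR targets, 599 as LXR targets and 1855 as p53 targets. PPAR targets had a median of -0.19 and a mean of -0.012 (camera's adjusted p = 0.55), 6 called up and 5 down, and fry's direction was up. *Cpt1a* (1.60) and *Creb3l3* (-1.58) changed most among the members well above background on all 8 arrays. *Acadl*, not well above background on any control array, was at least 2.04-fold higher on the processed signal. With normexp it fell short of this bound, at a log2 fold change of 0.19. LXR targets had a median of 0.19 (adjusted p = 0.0849), with *Lpcat3* at 1.33, *Nr1h3* at -1.27 and *Scd1* at 1.06. RAR targets had a median of -0.32 (adjusted p = 0.0964), none called up and 4 called down, among them *Dhrs3* (-1.86), *Cyp26b1* (-1.49) and *Tgm2* (-1.17). Corticotroph genes had a median of -0.38 (adjusted p = 0.0849), with 9 called down and 4 up, and *Pam* (-2.14) and *Pcsk1* (-2.06) changed most after *Nr4a1*. Among p53 targets, *Perp* (1.15) and *Gadd45a* (0.91) rose while *Cdkn1a* fell, and *Bok* (1.16) was the pro-apoptotic gene with the largest rise among those measured on all arrays.

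The arrays also hold the genes that the paper measured by real-time PCR. *Pomc* was lower with HX630 by 0.45 on the log2 scale (adjusted p = 0.00241), below the fold change threshold, and its adjusted p lay between 2.09e-04 and 0.037 over the alternatives. *Nr4a1* was at -3.33 (adjusted p = 5.64e-07), *Nr4a2* at -1.89 (adjusted p = 2.56e-07) and *Neurod1* at 0.72 (adjusted p = 1.44e-04). *Rxra* was at 0.10 (adjusted p = 0.503) with another probe at -0.68 (adjusted p = 0.00107), *Rxrb* at -0.33 (adjusted p = 5.14e-05), which is under the fold change threshold, and *Rxrg* at -0.19 (adjusted p = 0.0576).

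Of the genes that the discussion takes up from other studies, *Ccnd3* was at -0.70 (adjusted p = 5.72e-05), *Nr1h3* at -1.27 (adjusted p = 7.94e-07), *Nr1h2* at -0.31 (adjusted p = 3.2e-04), *Birc5* at 0.41 (adjusted p = 4.15e-04) and *Ccnd1* at -0.39 (adjusted p = 0.00401). *Nr1h2*, *Birc5* and *Ccnd1* were under the fold change threshold, though *Birc5* passed both thresholds with scaling to the spike-in probes (0.62, adjusted p = 6.28e-06). The adjusted p of *Ccnd1* rose above 0.01 without control replicate 1 (-0.37), control replicate 3 (-0.36) or HX630 replicate 1 (-0.39). It did so too with median scaling (-0.30) and with scaling to the spike-in probes (-0.17). *Trp53* (0.29, adjusted p = 0.0679) and *Pparg* (-0.32, adjusted p = 0.0331) passed neither threshold. *Abca1* was well above background on 1 of the 8 arrays and was not tested.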
